# Intracellular Aβ42 Sequestration by a Serine Protease Mitigates Neurotoxicity in a *Drosophila* Alzheimer's Disease Model

**DOI:** 10.1002/advs.202517862

**Published:** 2026-03-18

**Authors:** Jingyun Su, Meng Yang, Xinfeng Wang, Pa Wu, Zongzhao Zhai

**Keywords:** Aβ42, Alzheimer's disease, *Drosophila*, intracellular amyloid, serine proteases, Yip7

## Abstract

Emerging evidence suggests that intraneuronal Aβ accumulation represents an early pathogenic event in Alzheimer's disease (AD), preceding extracellular plaque formation and neuroinflammatory responses. However, whether targeting intracellular Aβ can halt disease progression and how this can be achieved in vivo remain unknown. While investigating the brain transcriptional responses to Aβ pathology, we identify a neuroprotective role for the serine protease Yip7 in a *Drosophila* AD model. Neuronal overexpression of *yip7* alleviates multiple Aβ42‐induced deficits, including declines in locomotor activity, impaired proteostasis, increased brain aging and neuronal death, and shortened lifespan. Unlike canonical digestive proteases, Yip7 is not secreted but instead localized to the endosomal/lysosomal compartments via a putative transmembrane domain initially predicted as a signal peptide. Crucially, Yip7's neuroprotective function depends on its proper subcellular localization rather than the catalytic triad. Mechanistically, rather than eliminating Aβ, Yip7 binds intracellular Aβ42 to increase its neuronal retention, and this unexpectedly reduces Aβ42 toxicity to the organism. Finally, transcriptomics reveals that protection against Aβ42 toxicity by Yip7 is associated with selective suppression of Aβ‐upregulated genes including those codingribosomal proteins and molecular chaperones for protein folding. Together, these findings introduce a novel concept that intracellular sequestration of Aβ can be explored to mitigate its neurotoxicity.

## 1 Introduction

Alzheimer's disease (AD), the predominant form of dementia, represents an urgent and escalating challenge worldwide. AD is a result of a complex interplay between genetic and environmental factors. Despite significant advances in identifying new biomarkers and understanding AD pathology and symptomatology, unfortunately, there is yet no cure for AD. Patients are frequently diagnosed at a late and irreversible stage, facing an average survival period of 4–8 years. Patients with AD exhibit a substantial accumulation of amyloid‐β (Aβ) plaques and neurofibrillary tangles in their brains, accompanied by a cascade of pathological processes including neuroinflammation, synaptic dysfunction, mitochondrial and bioenergetic disturbances, as well as vascular abnormalities [1].

Accumulation of Aβ has been widely accepted as a marker of AD. Since the amyloid cascade hypothesis, which posits that Aβ plaques cause AD, was introduced in 1992 [2], significant efforts and resources have been devoted to developing disease‐modifying drugs that target Aβ accumulation [1, 3]. Nevertheless, many investigational agents targeting Aβ, including earlier anti‐Aβ monoclonal antibodies, BACE inhibitors, and anti‐Aβ vaccines have demonstrated limited to no clinical benefits and variable side effect profiles [4]. Recently, lecanemab and donanemab, two monoclonal antibodies targeting cerebral Aβ plaques, led to slowing of cognitive and functional decline and positive alterations in disease‐specific biomarkers. Still, extensive debates exist centered on the efficacy, safety, and underlying evidence for the amyloid cascade hypothesis, exemplified by the recent rejection of lecanemab by the European Medicines Agency despite its approval in several other countries [5]. Moreover, AD pathological changes in the brain begin during the preclinical stage, decades before clinical symptoms appear [1]. Therefore, immediate early interventions to prevent pathogenic Aβ accumulation are still highly demanded, necessitating a re‐examination of Aβ etiology from a cell biology perspective.

Amyloid precursor protein (APP) is a single transmembrane protein. In the amyloidogenic pathway, APP is first cleaved by β‐secretase and the resulting C‐terminal fragment is subsequently cleaved by γ‐secretase to release Aβ [6]. APP processing and Aβ production do not occur simply on the cell surface, but rather involve complex intracellular protein sorting mechanisms via the endocytic and secretory pathways that remain not entirely understood [3, 7, 8]. Genetic studies have implicated endosome and lysosome trafficking in the pathogenesis of AD, along with other mutations altering APP processing, innate immunity particularly microglia activation, and lipid‐related processes [9, 10]. As endosomes are central players in membrane trafficking and abnormal enlargement of the early endosome has emerged as a cytopathological hallmark of AD, endosomal traffic jams and the associated intracellular accumulation of Aβ have been proposed as a pathogenic hub and a valid therapeutic target for AD drug discovery [11].

Indeed, Aβ was previously known to accumulate intraneuronally. In addition to intraneuronal Aβ production either in endosome compartments or along the secretory pathway, its reuptake from the extracellular space may also contribute to intracellular Aβ accumulation [7]. Although difficult to distinguish the in vivo source of intraneuronal Aβ, self‐produced and internalized Aβ peptides are both sorted via the endosomal/lysosomal system [12]. Notably, recent work revealed that intraneuronal Aβ accumulation can arise from impairments in the neuronal autophagy–lysosomal pathway [13, 14, 15, 16], and causally underlies selective neuronal vulnerability in AD [17, 18, 19]. Close dissection of mouse models and human AD pathology suggests that intracellular accumulation of Aβ in neurons precedes extracellular Aβ deposition and neuroinflammation elicited by microglial and astrocyte activation toward neuritic plaques [20, 21, 22, 23]. As chronic activation of these brain immune cells prunes neuronal synapses and compromises neuronal survival [12, 24, 25], intraneuronal Aβ appears as a significant immunological component in the initiation of AD pathogenesis. Therefore, targeted degradation or trapping of intracellular Aβ to block its toxicity would represent an immediate early strategy to reduce the subsequent neurotoxicity of Aβ.

Loss of proteostasis is causally involved in the pathogenesis of many neurodegenerative diseases [26]. Protein quality control by targeted degradation is usually carried out by the autophagy–lysosome and ubiquitin–proteasome systems [15, 27]. Nevertheless, these cellular sinks of unwanted proteins are often dysfunctional in AD. For example, Aβ42 can cause proteasome inhibition [28], and impair the endosomal–lysosomal pathway [29, 30], allowing Aβ to resist clearance by forming a self‐reinforcing detrimental cycle [6]. It is emerging that, proteases and peptidases, a large class of proteolytic enzymes with diverse substrate specificity and intracellular localization, can in principle act as an alternative route to degrade pathogenic proteins. Indeed, some proteases were reported to be induced as a protective response during proteasome dysfunction [31, 32], but the role of proteases in aging and neurodegeneration remains generally elusive [33]. Here, using *Drosophila* AD model [34, 35], we provide evidence that Yip7, a previously unstudied fly serine protease with some homology to human chymotrypsinogens (B1, B2, C, and L), can trap Aβ intracellularly in the late endosomes/lysosomes, but surprisingly reduces the neurotoxicity of Aβ peptides without directly eliminating them. This points to a novel avenue to target intracellular Aβ42 by sequestration and should inform alternative therapeutic strategies for AD.

## 2 Results

### 2.1 Transcriptomics of AD Flies Identified the Serine Protease Yip7

As there is no endogenous Aβ production in *Drosophila* [36], we adapted a widely used fly AD model by pan‐neuronally expressing the human Aβ42 peptides using *Elav‐Gal4^c155^* or *nSyb‐Gal4* as drivers [37]. After having tested several *UAS‐Aβ42* lines in locomotor assays (Figure 1A), we opted to further use a highly pathogenic form of human Aβ42 that carries the “Arctic” Swedish mutation (E22G in Aβ42, corresponding to E693G in APP) fused to the N‐terminal signal sequence of fly Argos for secretion [35, 38]. This Arctic Aβ42 was previously found to be more prone to form large deposits in the cell body and more pathogenic than wild type Aβ42 [38]. Flies expressing this line exhibited a rapid increase in Aβ42 accumulation in the brain and decline in locomotor activity (Figure 1B,C) and are referred to as AD flies. To investigate the mechanisms underlying AD pathogenesis, RNA sequencing (RNA‐seq) was performed to analyze the gene expression profile in the head of AD and control flies collected 14 days after Aβ42 transgene expression. This identified 395 significantly upregulated and 150 downregulated amyloid‐responsive genes with a cutoff at twofold (Figure 1D). Among these genes, *CG13397*, *ZnT86D*, and *LUBEL* were recently found in transcriptomic analyses of AD flies [39], confirming the efficacy of our dataset. Gene ontology (GO) analysis revealed a strong enrichment of serine proteases in upregulated genes (Figure 1E,F). These included many known fly digestive enzymes, the Jonah proteases and trypsins (Figure 1G). Given the potential role of proteases in regulating protein homeostasis, a process tightly relevant to AD pathogenesis [15], we focused on genes of this category.

**FIGURE 1:**
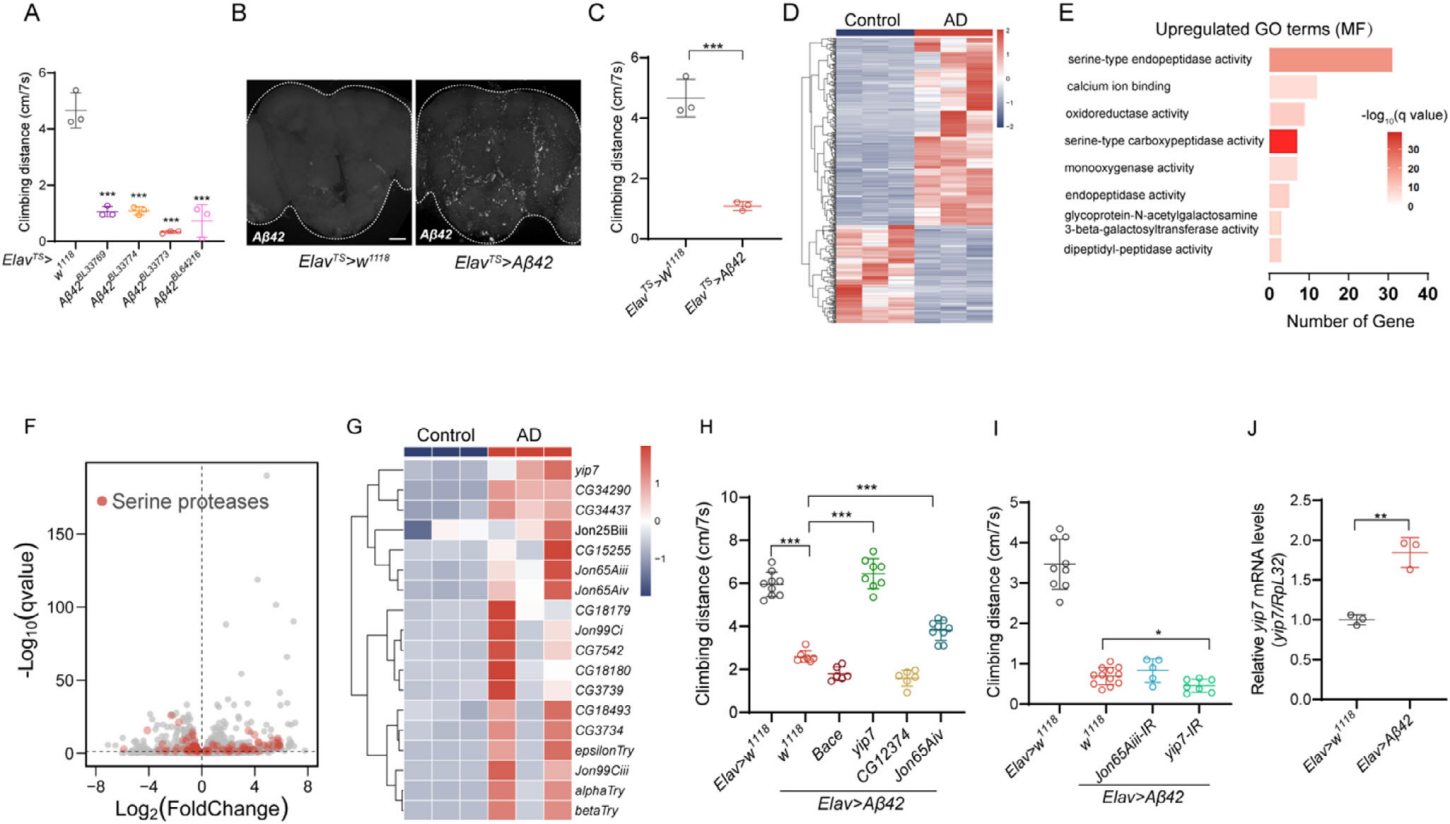
Transcriptomic analysis implicates the serine protease Yip7 in AD pathology. (A) Climbing ability of flies expressing the indicated *UAS‐Aβ42* transgenes pan‐neuronally with *Elav^TS^* (*Elav‐Gal4^c155^*; *tub‐Gal80^TS^*) for 14 days. (B,C) Aβ42 immunostaining (B) in the brains of flies with indicated genotypes reared at 29°C for 2 weeks, and their climbing ability (C). (D) A heatmap presentation of differentially expressed genes (*q* < 0.05 and Log_2_FC > 1 or < −1) from RNA‐seq comparing 14‐day‐old AD and control flies. Fly heads were used for RNA‐seq. (E,F) Gene ontology (GO) enrichment analysis (E) and volcano plot (F) of the differentially expressed genes (*q* < 0.05). Genes coding serine protease are highlighted in F. (G) A heatmap representing the expression profile of top upregulated genes involved in proteolysis (GO:0006508). (H,I) Climbing ability of flies overexpressing (H) or knocking down (I) the indicated protease/peptidase genes pan‐neuronally in AD flies (*Elav > Aβ42*) for 14 days. (J) qPCR measuring *yip7* mRNA levels in heads of control and AD flies. For climbing assays (A,C,H,I), the average distance climbed by 10 flies within 7 s was plotted as one dot. Each dot represents one independent experiment in A, C, and H–J. Statistical analyses were conducted using Student's *t*‐test to compare two groups, using one‐way ANOVA with Tukey's post hoc test for multiple comparisons. All data are presented as mean ± SD. ***p < 0.001; **p < 0.01; *p < 0.05; ns, not significant. Scale bar: 50 µm in B.

Using climbing ability as a measurement of AD pathology, we performed a screen of proteases potentially involved in AD pathogenesis by overexpression or RNAi‐mediated depletion. This identified yippee interacting protein 7 (Yip7), a previously unstudied putative chymotrypsin‐like serine protease [40]. Strikingly, overexpressing *yip*7 completely restored the climbing ability of AD flies to the levels of wild type control flies, contrasted with other proteases that showed no (*Bace* (*beta‐site APP‐cleaving enzyme*) and *CG12374*, a putative metallocarboxypeptidase) or limited improvement (*Jon65Aiv*, a serine protease) (Figure 1H). On the other hand, Yip7 is also required in neurons for the climbing capacity of AD flies, as knocking down *yip7* but not *Jon65Aiii* led to further reduction in climbing (Figure 1I). Thus, the induction of *yip7* transcription by Aβ42, which we confirmed with qPCR (Figure 1J), appears as a protective physiological response of the organism to Aβ deposition, though not reaching a level sufficiently to block AD progression.

### 2.2 Overexpressing Yip7 Represses Aβ42‐Induced Deficits

Next, we systematically assessed the extent to which Yip7 expression can alleviate multiple AD‐associated deficits, including locomotor activity, proteostasis, neuronal death, and lifespan.

First, video tracking of spontaneous walking indicated that Yip7 expression significantly improved the locomotor performance of AD flies, with longer distance traveled at higher velocity (Figure 2A–C), whereas expressing *Jon65Aiv* or *Bace* did not (Figure S1A,B). *Drosophila* activity monitor (DAM) system was further used to track fly activity over a longer period of time. Expressing *Aβ42* or *yip7* in neurons did not change the overall daily activity pattern, but the reduction of activity counts in AD flies was completely reversed by coexpressing *yip7* (Figure 2D,E). These results show that neuronal Yip7 enhances spontaneous locomotor activity in AD flies.

**FIGURE 2:**
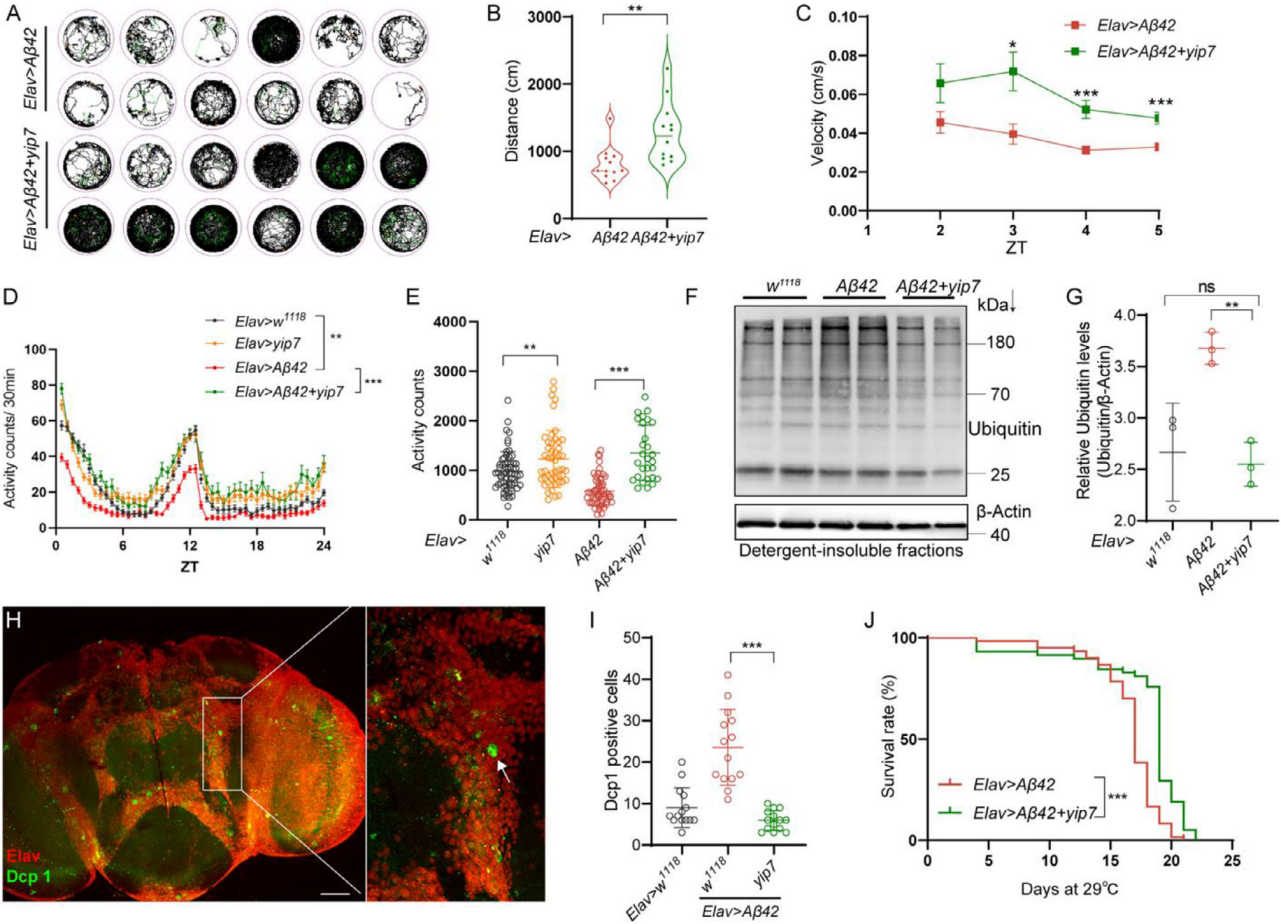
Yip7 suppresses Aβ neurotoxicity. (A–C) Trajectories (A) of spontaneous movements of *Elav* > *Aβ42* and *Elav* > *Aβ42* + *yip7* flies monitored with the ViewPoint Zebrabox tracking system for 5 h, and the quantification of the distance travelled (B) and the velocity (C). Each well contains a single fly in A; *n* = 12 flies for each genotype. (D,E) Activity plots over ZT times (D) and quantification of the total activity (E) of flies with the indicated genotypes analyzed with the *Drosophila* activity monitor (DAM) system. *n* = 32 flies for each genotype. (F,G) A representative blot (F) and gray scale quantification of the blot with Fiji (G) of poly‐ubiquitinated proteins in detergent‐insoluble protein fractions from heads of flies with the indicated genotypes reared at 29°C for 14 days. (H,I) A representative immunofluorescence image of Dcp1^+^ cells (H) and quantification of Dcp1^+^ cells in the central brains (I) of 14‐day‐old flies with the indicated genotypes reared at 29°C. Elav staining marks neurons; each dot represents one brain. (J) Lifespan analysis of the indicated flies at 29°C. *n* = 60 flies for each genotype. Statistical analyses were conducted using Student's *t*‐test to compare two groups, using one‐way ANOVA with Tukey's post hoc test for multiple comparisons, or using Log‐rank (Mantel–Cox) test for lifespan analysis. All data are presented as mean ± SD except lifespan. ***p < 0.001; **p < 0.01; *p<0.05; ns, not significant. Scale bar: 50 µm in H.

Second, the dysfunction or failure of proteasomal degradation is associated with diverse human diseases including neurodegeneration [41]. We measured levels of detergent‐insoluble poly‐ubiquitinated protein aggregates and found that Yip7 expression effectively corrected Aβ‐induced impairment in protein quality control (Figure 2F,G). To explore whether Yip7 also mitigates the protein homeostasis disruption caused by other factors, we adapted a paraquat‐induced oxidative stress model [42, 43]. As previously reported [42], neuronal overexpression of the Hsp70 molecular chaperone increased fly survival to paraquat treatment. In contrast, pan‐neuronal *yip7* overexpression did not significantly change fly resistance to oxidative stress (Figure S1C). In addition, pan‐neuronal expression of *yip7* increased neither fly longevity (Figure S1D) nor protection against eye degeneration in disease models of amyotrophic lateral sclerosis (ALS) [44] (Figure S1E). Thus, Yip7 appears to more specifically protect against pathogenic Aβ42‐induced neurotoxicity, without conferring broader protection against stresses.

Furthermore, Aβ deposition triggers neuronal death and mortality [36]. Strikingly, the increased neuronal cell death in the brains of AD flies marked by the activation of Dcp1, a caspase‐3‐like effector caspase, was strongly reduced by expressing *yip7* (Figure 2H,I). Finally, *yip7* overexpression extended the lifespan of AD flies (Figure 2J). Collectively, these findings demonstrate a prominent role of the Yip7 protease in protecting against Aβ neurotoxicity.

### 2.3 Yip7 Is Not Secreted but Localized to Endosomal/Lysosomal Compartments in Neurons

We further sought to reveal protein features of Yip7 underlying its neuroprotective role. Yip7 appears a regular serine protease from prediction based on its protein sequence, with the first 16 residues at the N‐terminus serving as a signal peptide for secretion (see also prediction by Signal‐3L 3.0 [45], Figure 3A) and carrying the typical chymotrypsin‐like serine protease domain with the classic His–Asp–Ser catalytic triad [40, 46]. However, immunostaining showed that Yip7‐3xHA protein expressed in neurons was found in the cytoplasm, possibly within certain intracellular membranous organelles as suggested by the shape of HA staining. Yip7‐3xHA protein expressed in enterocytes was also found in the cytoplasm. To verify whether Yip7 is indeed not secreted, we used *GMR‐Gal4* to express transgenes in the eye imaginal discs and checked the localization of the expressed protein (Figure 3B). While Fit (*UAS*‐*Fit*‐*HA*), previously known to be secreted [47], diffused anteriorly and accumulated throughout the whole eye‐antenna imaginal disc, Yip7‐3xHA was restricted to the posterior part of the eye disc, in cells undergoing differentiation into the mature retina (i.e., regions with *GMR‐Gal4* expression). We thus conclude that Yip7 protein is, in fact, not secreted.

**FIGURE 3:**
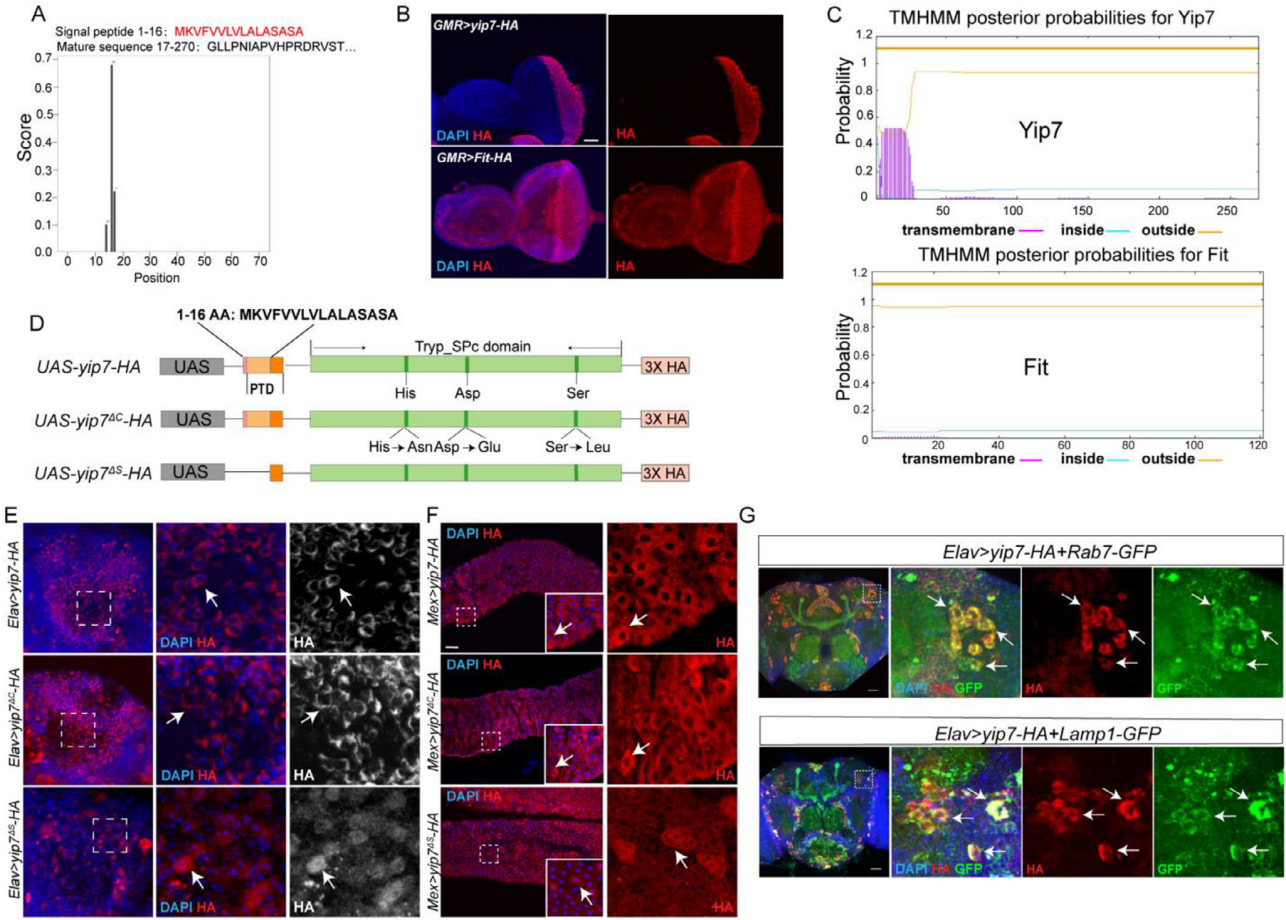
Subcellular localization of Yip7. (A) Signal peptide prediction for Yip7 protein using Signal‐3L 3.0. (B) Immunostaining detecting the localization of HA in the eye‐antenna discs of third‐instar larvae expressing either *UAS*‐*Yip7*‐*HA* or *UAS*‐*Fit*‐*HA* in the eye proportion driven by *GMR‐Gal4*. Note that Yip7‐HA was found only in the differentiating photoreceptors while Fit‐HA was distributed throughout the eye‐antenna discs. (C) Transmembrane domain prediction for Yip7 and Fit using TMHMM 2.0. (D) Illustration of protein features of Yip7 and Yip7 variants used to generate transgenic lines. Amino acids 1–16 were predicted to be a signal peptide, but residues 3–25 also exhibit features of a potential transmembrane domain (PTD). Trypsin‐like serine protease (Tryp_SPc) domain is depicted in green with the catalytic triad residues (His–Asp–Ser) indicated. (E,F) Expression of the different Yip7‐HA variants in the mushroom body (E) and the midgut epithelium (F). HA (red) and DAPI (blue) are shown. (G) Yip7‐HA colocalization with organelle markers. Rab7‐GFP for late endosomes and Lamp1‐GFP for lysosomes. Scale bars: 50 µm for all the images.

Interestingly, the region from the 3rd to the 25th residues partially overlapping with the predicted signal peptide shows features of a transmembrane domain as predicted by TMHMM 2.0 [48] (Figure 3C). To check if the localization of Yip7 depends on this putative transmembrane domain (PTD), we generated UAS transgenes expressing truncated Yip7 lacking this PTD (*UAS‐yip7^∆S^‐3xHA*). Two additional transgenes of Yip7 expressing either wild type Yip7 (*UAS‐yip7‐3xHA*) or Yip7 with a mutated catalytic triad (*UAS‐yip7^∆C^‐3xHA*) were also created (Figure 3D). As the three transgenes were constructed in the same way and integrated into the same genomic locus, their localization and functions can be directly compared. By crossing these transgenes to Gal4 drivers, we found that the proper cytoplasmic localization of Yip7 requires the PTD but not the catalytic triad, in both neurons and gut epithelial cells (Figure 3E,F). To determine the subcellular location of Yip7, we applied a panel of markers for organelles including the ER, Golgi, mitochondria, nuclear lamina, and different endosomal/lysosomal compartments (early endosomes, late endosomes, and the lysosomes), as well as markers for neuronal secretion, including syt‐GFP indicative of synaptic versicles and ANF‐GFP that marks dense‐core vesicles for neuropeptide release (Figure 3G; Figure S2). Close examinations identified an extensive colocalization of Yip7 with Rab7 (marking late endosome) and Lamp1 (marking the lysosome) in neurons (Figure 3G). Interestingly, the F–V–V–L motif present at the N‐terminus of Yip7 is reminiscent of the LC3‐interacting motif that ensures protein targeting to LC3 anchored in the phagophore membrane, a structure that subsequently matures by recruiting lysosomes [49]. Together, these results show that a cryptic transmembrane domain is required to direct Yip7 to the endosomal/lysosomal compartments.

### 2.4 Yip7 Physically Interacts With Aβ42 and Promotes Its Intracellular Accumulation

The endosomal–lysosomal system is a key route for vesicle trafficking, protein sorting, and targeted degradation of unwanted proteins, and is emerging as a central player in neurodegenerative diseases [50]. Initially, we hypothesized that, as an endosome/lysosome‐localized serine protease, Yip7 is ideally positioned for Aβ degradation through proteolysis. Intriguingly, Yip7 was found to be perfectly colocalized with Aβ42 in neurons (Figure 4A–C). By contrast, another serine protease Jon65Aiv that lacks this PTD, did not colocalize with Aβ42 (Figure S3A). As expected, the ability of Yip7 to colocalize with intracellular Aβ requires the PTD for proper protein targeting, but not the catalytic triad (Figure 4A–C).

**FIGURE 4:**
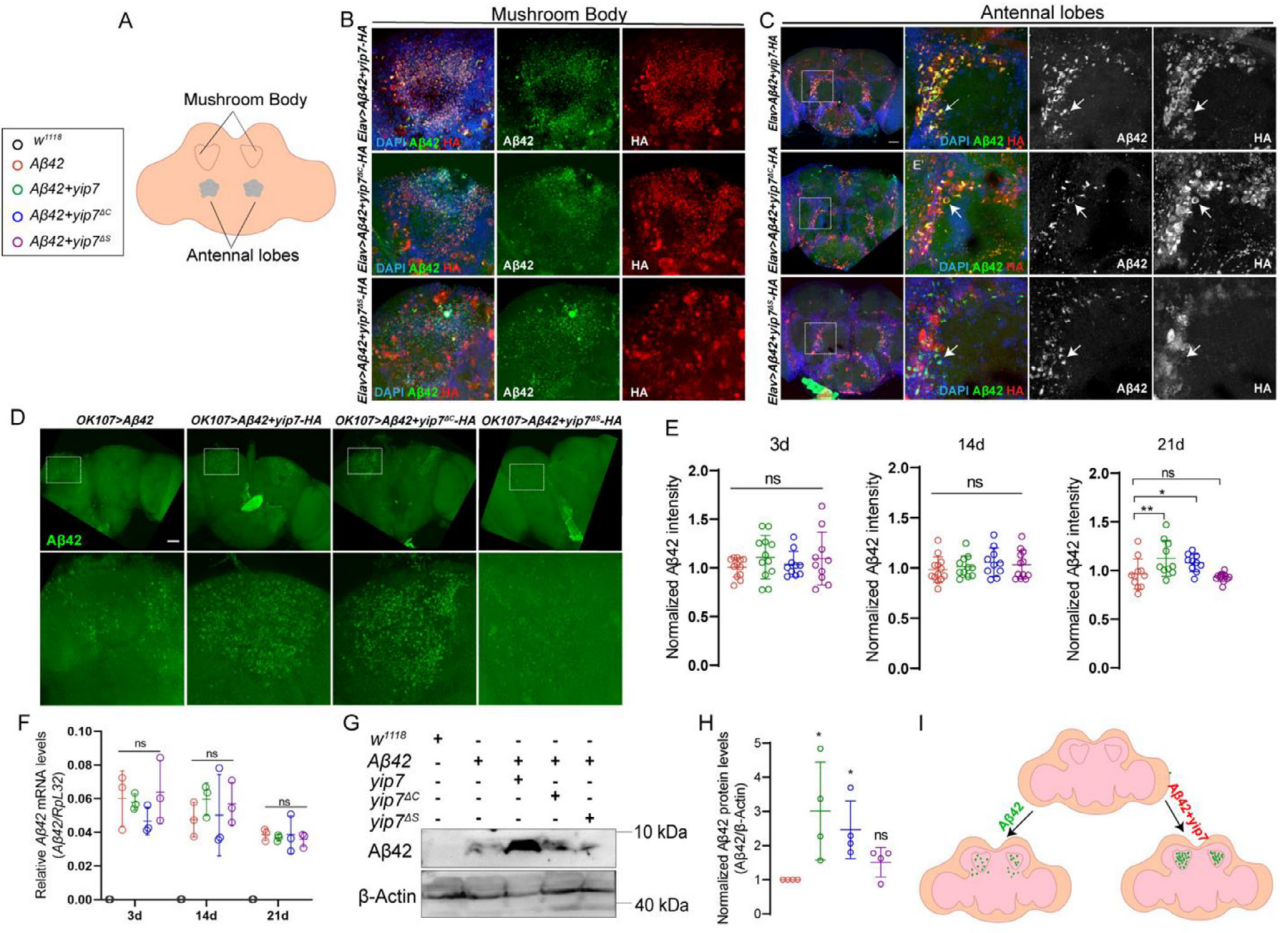
Yip7 promotes intracellular Aβ accumulation. (A) Illustration of the two brain regions that this study has focused on to reveal Aβ42 localization and accumulation: mushroom bodies and antennal lobes. (B,C) Representative images showing colocalization of Yip7‐HA variants with Aβ42 in mushroom bodies (B) and in antennal lobes (C). (D) Representative images of Aβ42 staining in flies expressing *Aβ42* alone or simultaneously coexpressing *yip7*, *yip7* ^Δ^ *^C^*, or *yip7* ^Δ^ *^S^* in mushroom bodies using *OK107‐Gal4* for 21 days at 29°C. (E) Quantification of relative Aβ42 intensity in mushroom bodies over time. Note that Aβ42 intensity was normalized to 1 for each time points. Each dot indicates one brain. (F) qPCR analysis of *Aβ42* mRNA levels in heads of flies with the indicated genotypes raised at 29°C for 3, 14, and 21 days. Each dot indicates one biological replicate. (G,H) A representative blot and quantification of Aβ42 protein levels in heads of flies coexpressing Aβ42 with one of the three Yip7 variants pan‐neuronally using *nSyb‐Gal4*. Each dot indicates one biological replicate in H. (I) Schematic diagram illustrating that Yip7 inhibits neurotoxicity by limiting Aβ42 secretion. Color‐coded genotypes as indicated in the text box apply to all quantifications in E, F, and H. Statistical analyses were conducted using one‐way ANOVA with Tukey's post hoc test. All data are presented as mean ± SD. **p < 0.01; *p < 0.05; ns, not significant. Scale bars: 25 µm in B and 50 µm in C and D.

To probe how Yip7 impacts Aβ, we turned to the *OK107‐Gal4* driver that is expressed in a more restricted neuronal population, the Kenyon cells of the mushroom body (MB) [51]. By driving Aβ42 expression with this driver, we could readily quantify Aβ protein levels by imaging the MB calyx [38]. Strikingly, rather than reducing Aβ levels, expressing *yip7* in AD flies led to a significant neuronal retention of Aβ (Figure S3B,C). While *OK107* > *Aβ42* + *Yip7* flies did not show a significant increase in Aβ levels at 3 and 14 days, 21‐day‐old flies exhibited a significantly higher level of Aβ accumulation than *OK107* > *Aβ42* flies (Figure 4D). Again, retention of Aβ in the MB calyx required the PTD that is required for Yip7 subcellular localization (Figure 4E). Furthermore, Aβ accumulation was still maintained at a high level upon expressing the catalytic dead mutant of the Yip7 protease, indicating that the proteolytic activity of Yip7 is not involved in Aβ sequestration (Figure 4D,E). Thus, Yip7 likely acts as a scaffold protein rather than a protease. Further supporting a role of Yip7 in trapping intracellular Aβ, the transcript levels of *Aβ* did not differ between flies expressing *Aβ* alone or in combination with one of the three *yip7* transgenes (Figure 4F), but Western blots showed that the total Aβ protein levels in the heads were increased in flies coexpressing either wild type Yip7 or the catalytically dead mutant Yip7^∆C^, but not in flies coexpressing the protein‐targeting mutant Yip7^∆S^ (Figure 4G,H). This implies that Aβ trapped intracellularly by Yip7 has avoided degradation either by the protein quality control machinery or due to reduced release into the extracellular space (Figure 4I). Consistent with this notion, it has been shown that extracellular Aβ peptides are removed by glial engulfment [35]. In addition, Aβ retention by Yip7 was also seen in the insulin‐producing cells (Figure S3D), neurons located in the pars intercerebralis region [52]. We note that pan‐neuronally expressed Yip7^∆S^‐3xHA protein was detected at lower levels than Yip7‐3xHA and Yip7^∆C^‐3xHA in Western blots, suggesting reduced protein stability due to a failure of proper protein targeting (Figure S3E).

We then tested the possibility that Yip7 impairs the lysosomal function or autophagy and in turn causes intracellular Aβ accumulation. Several lines of evidence argued against this notion. First, LysoTracker staining and the expression of a Lamp1‐GFP reporter were not changed by Yip7 (Figure 5A–D). Second, p62 (Ref(2)P in *Drosophila*) marks ubiquitinated protein bodies for autophagic degradation, and accumulates in cells during inhibition of autophagy [53]. Nevertheless, we failed to detect any difference in p62 levels between flies expressing Aβ alone and those simultaneously expressing Yip7, Yip7^∆C^ or Yip7^∆S^ (Figure 5E,F). Third, rapamycin treatment that inhibits mTORC1 activity and in turn activates autophagy and lysosomal function in both flies and mammals [54] similarly shortened the lifespan of flies pan‐neuronally expressing Aβ and flies simultaneously coexpressing Yip7 (Figure 5G), even though rapamycin supplementation is known to provide health benefits to a range of wild type animals and disease models [55, 56, 57]. These datasuggest that Yip7 promotes neuronal retention of Aβ42, but unlikely through impairing lysosomal function or autophagy.

**FIGURE 5:**
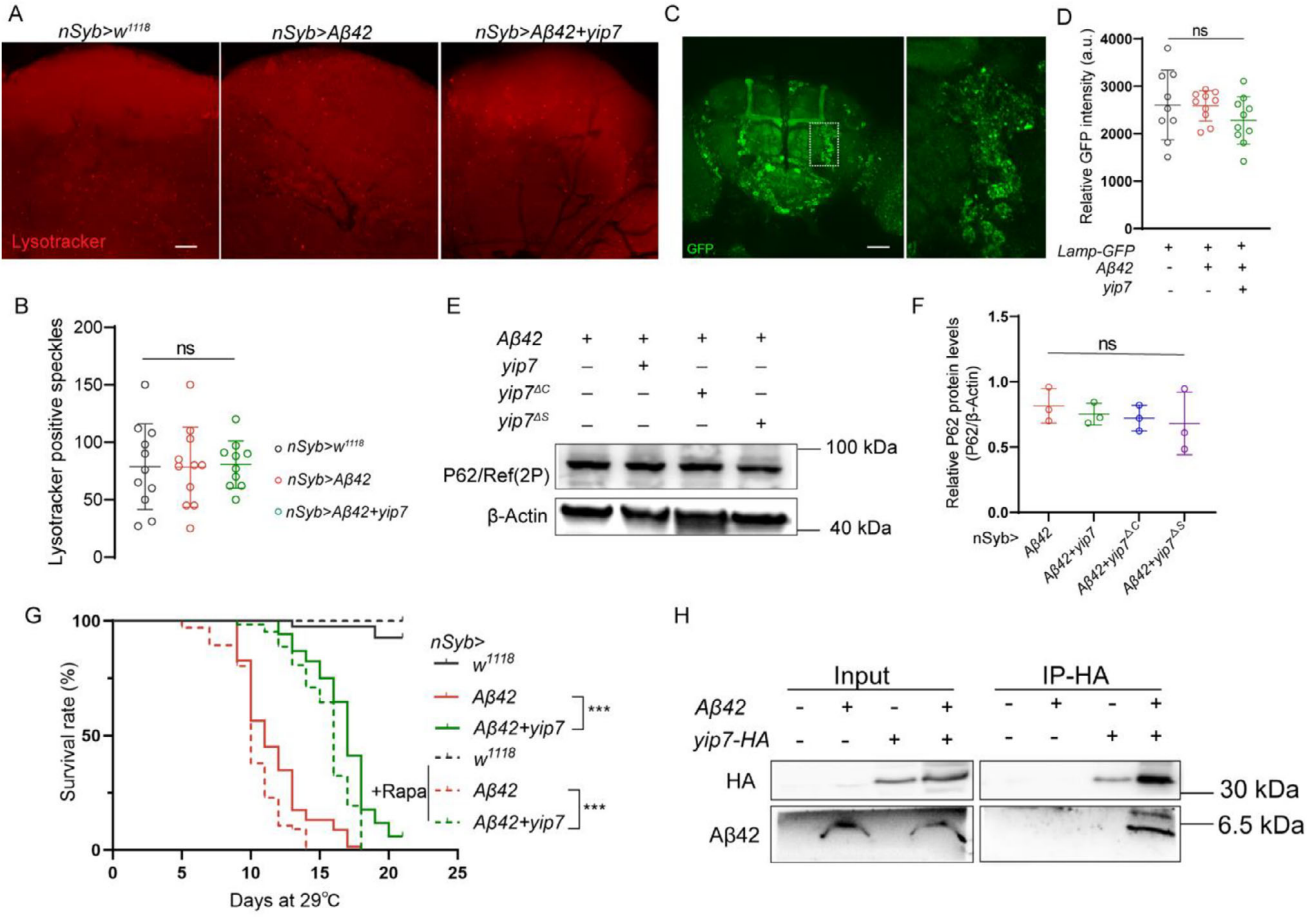
Yip7 physically interacts with Aβ42. (A,B) Representative images of LysoTracker staining in the brain region of interest (the mushroom body) (A) and quantification of the LysoTracker‐positive puncta (B) in control flies, flies expressing *Aβ42* alone or simultaneously coexpressing *yip7* pan‐neuronally using *nSyb‐Gal4* for 10 days at 29°C. Each dot indicates one brain in B. (C,D) The region of interest (brain regions flanking the antenna lobes) where staining of Lamp‐GFP driven by *nSyb‐Gal4* was imaged (C) and quantification of Lamp‐GFP staining intensity (D) in flies with the indicated genotypes raised at 29°C for 10 days. Each dot indicates one brain in D. (E,F) A representative Western blot (E) and Fiji quantification (F) of P62/Ref(2P) levels in the heads of flies with the indicated genotypes raised at 29°C for 10 days. Each dot indicates one biological replicate in F. (G) Lifespan of *nSyb* > *w^1118^*, *nSyb* > *Aβ42*, and *nSyb* > *Aβ42* + *yip7* flies raised at 29°C with or without rapamycin (1 µm) supplementation. *n* > 60 flies for each sample. (H) in vivo co‐immunoprecipitation (co‐IP) using heads of flies with the indicated genotypes (driven by *nSyb‐Gal4*) raised at 29°C for 10 days. Note that Yip7‐HA and Aβ42 physically interact. Representative blots of three independent replicates are shown. Statistical analyses were conducted using one‐way ANOVA with Tukey's post hoc test in B, D, and F, or using Log‐rank (Mantel–Cox) test for lifespan analysis in G. All data are presented as mean ± SD except lifespan. ***p < 0.001; ns, not significant. Scale bars: 24 µm in A and 50 µm in C.

Finally, we determined if Yip7 physically associates with Aβ42 using an in vivo immunoprecipitation assay. Intriguingly, we consistently detected a direct physical interaction between Yip7 and Aβ42 (Figure 5H). Moreover, Yip7 seems to increase Aβ42 oligomerization, as an 8.5 kDa band indicative of Aβ42 dimers was detected in the Yip7‐bound Aβ42 fraction. Thus, our data are consistent with a model in which the endosome/lysosome‐targeted Yip7 protein encounters Aβ along its trafficking route, binds it and traps it inside the neurons (Figure 4I). Consistent with this notion, the presence of Yip7 did not change the overall staining pattern of intracellular Aβ (Figure 4D; Figure S3B), indicating that Yip7 does not alter the Aβ trafficking route but rather plays a sequestrating role, likely by suppressing Aβ intracellular degradation and/or Aβ secretion into the extracellular space. Somewhat unexpectedly, such intraneuronal Aβ sequestration limits its neurotoxicity.

### 2.5 Intraneuronal Retention of Aβ by Yip7 Blocks Aβ Neurotoxicity

We further extended our analyses of Yip7 variants in their ability to counteract Aβ neurotoxicity. Expressing wild type Yip7 and the catalytically dead Yip7^∆C^, but not the protein‐targeting mutant Yip7^∆S^ significantly suppressed the Aβ‐induced deficits in negative geotaxis as measured by a climbing assay (Figure 6A), in locomotor activity during spontaneous walking as measured with the DAM system (Figure 6B,C), in the accumulation of detergent‐insoluble poly‐ubiquitinated proteins (Figure 6D,E), and in the number of Dcp1^+^ cells (Figure 6F). Dopaminergic neurons (DANs) are associated with locomotion and other movements, and are frequently lost in animal models of neurodegenerative diseases [58, 59, 60, 61, 62]. Several DAN clusters can be visualized using an anti‐TH antibody in both the posterior protocerebrum (PPM1/2, PPM3, PPL1, and PPL2) and the anterior protocerebrum (PAL and PAM) [63]. Notably, DANs in the PPM1/2 cluster are tightly associated with locomotor functions. We found that expressing Aβ42 pan‐neuronally with *nSyb‐Gal4* significantly reduced the number of DANs in the PPM1/2 and PAL clusters (Figure 6G,H). Consistent with the other parameters measured above, expressing Yip7 and Yip7^∆C^, but not Yip7^∆S^, suppressed this reduction in DAN number (Figure 6G,H). Moreover, Aβ can accelerate senescence of the adult brain [64, 65]. It was recently shown that the senescence‐associated transcription factor AP1 is activated during aging and brain injury in the fly brain, including in glial cells [66]. Using the same *TRE‐dsRed* reporter that indicates AP1 activity as a measure of brain senescence, we found that expressing Aβ42 in neurons significantly induced AP1 activity in both the optic lobes and the central brain. As expected, expressing Yip7 and Yip7^∆C^, but not Yip7^∆S^ alleviated Aβ42‐induced AP1 activity, indicative of reduced brain senescence (Figure 6I; Figure S4A–E). Consistently, both Yip7 and Yip7^∆C^ extended the lifespan of AD flies, while Yip7^∆S^ had no effect (Figure 6J). These data support that intraneuronal retention of Aβ by Yip7 effectively blunts various Aβ‐induced pathologies.

**FIGURE 6:**
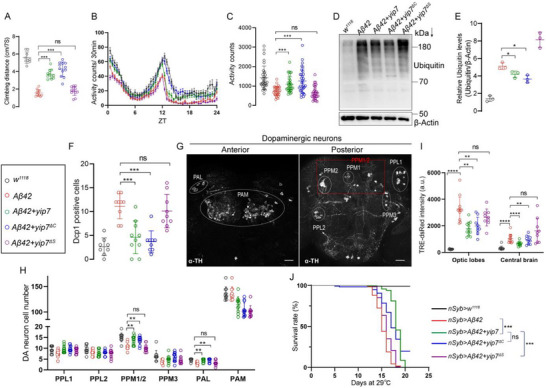
Promoting intracellular Aβ accumulation can counteract AD. (A) Climbing ability of flies expressing the indicated transgenes pan‐neuronally with *Elav‐Gal4^c155^* for 14 days. The average distance climbed by 10 flies within 7 s was plotted as one dot. Each dot indicates an independent test. (B,C) Activity plots over ZT times (B) and quantification of total activity (C) of flies with the indicated genotypes analyzed with the *Drosophila* Activity Monitorsystem. *n* > 30 flies for each genotype. (D,E) A representative blot (D) and gray scale quantification of the blots with Fiji (E) of poly‐ubiquitinated proteins in detergent‐insoluble protein fractions from heads of flies with the indicated genotypes reared at 29°C for 10 days. Each dot indicates one biological replicate in E. (F) Quantification of Dcp1^+^ cells in the central brain of 10‐day‐old flies with the indicated genotypes reared at 29°C. (G) Overview of the anterior (PAL and PAM) and posterior (PPM1/2, PPM3, PPL1, and PPL2) protocerebral dopaminergic (DA) neuron clusters in wild type flies by anti‐TH immunostaining. (H) Quantification of DA neuron numbers in six distinct clusters in flies with the indicated genotypes raised at 29°C for 10 days. (I) Quantification of TRE‐dsRed fluorescence intensity in the optic lobes (*left*) and central brain (*right*) of flies with the indicated genotypes raised at 29°C for 10 days. (J) Lifespan analysis of the indicated flies at 29°C. *n* > 100 flies for each genotype. Each dot represents one brain in F, H, and I. Color‐coded genotypes as indicated in the text box apply to all quantifications except J. *Elav‐Gal4^c155^* was used in A–C, and *nSyb‐Gal4* was used in D–J. Statistical analyses were conducted using one‐way ANOVA with Tukey's post hoc test for multiple comparisons and Log‐rank (Mantel–Cox) test for lifespan analysis. All data are presented as mean ± SD except lifespan. ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05; ns, not significant. Scale bars: 50 µm in G.

### 2.6 Molecular Mechanisms Underlying Yip7's Protection Against Aβ

Transcriptomic analyses were again performed to uncover mechanisms by which Yip7 suppresses Aβ pathology (Figure 7A,B; Table S1). 

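Each RNA-seq sample came from 20 heads of mated female flies kept at 29 °C for 10 days, and each of the 4 groups had 3 samples. Control flies carried the pan-neuronal driver *nSyb-Gal4* without a UAS transgene, AD flies expressed secreted Aβ42, and the other groups expressed Aβ42 together with Yip7 or with Yip7 ∆S, which lacks the putative transmembrane domain. The deposited sample descriptions give 14 days for the third Control sample, where the paper gives 10 days for all samples, and the paper's value is used here. The descriptions name heads as the tissue but also mention dissected brains, and the paper's heads are used here. The authors trimmed the reads with fastp, aligned them with HISAT2, counted them per gene with HTSeq-count and deposited raw counts for 14162 genes without normalization. The counts per sample ranged from 41590284 to 41737332 in Control (median 41682580), from 40047402 to 40565696 in AD (median 40123925), from 38064884 to 41281822 in AD + Yip7 (median 41227381) and from 39888862 to 41112864 in AD + Yip7 ∆S (median 40899789). At these depths a gene at the floor of 3 counts has under 0.1 CPM, and such floors cover counting error only. The 10 most abundant genes took between 17.4% and 21.2% of the counts of a sample. The 10577 genes kept by edgeR's filterByExpr were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with all 12 samples in one fit, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. No pair of samples of one group agreed within sampling noise, since the chi-square per degree of freedom of their counts was 20.4 or more.

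The transgenes were examined first as a check of the sample labels. *yip7* (FBgn0040060), which lies on chromosome 3L from 6035216 to 6036175 in Ensembl's *Drosophila* annotation (the paper names no genome build), had 4.01 ± 3.47 TMM-normalized CPM in Control, 137 ± 36.7 in AD, 144 ± 26.4 in AD + Yip7 and 81.0 ± 7.20 in AD + Yip7 ∆S (SD, n = 3 each). Its log2 fold change was 5.09 in AD vs. Control (standard error 0.76, adjusted p = 0.00043), 0.08 in AD + Yip7 vs. AD (standard error 0.62, adjusted p = 0.98) and -0.75 in AD + Yip7 ∆S vs. AD (standard error 0.63, adjusted p = 0.64), so the *yip7* count was not detectably higher than in AD in either group with a *yip7* transgene. AD is no baseline free of *yip7* reads, since *yip7* rose there without a *yip7* transgene. A comparison with AD alone therefore cannot show whether transgene reads were counted. The *yip7* count of every AD + Yip7 ∆S sample was below that of every AD sample, and DESeq2 on the 6 samples of AD + Yip7 ∆S and AD gave an adjusted p of 0.0094. *w*, whose mini-white copy marks UAS transgenes, was higher than in AD in both of these groups, with log2 fold changes of 0.84 (adjusted p = 0.00076) and 0.61 (adjusted p = 0.0080). It did not differ between AD, which carries the Aβ42 transgene, and Control (0.11, adjusted p = 0.43). *aos*, whose signal sequence is fused to Aβ42 in the transgene, had a log2 fold change of 0.32 in AD vs. Control (standard error 0.09, adjusted p = 0.022).

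**Figure D1:**
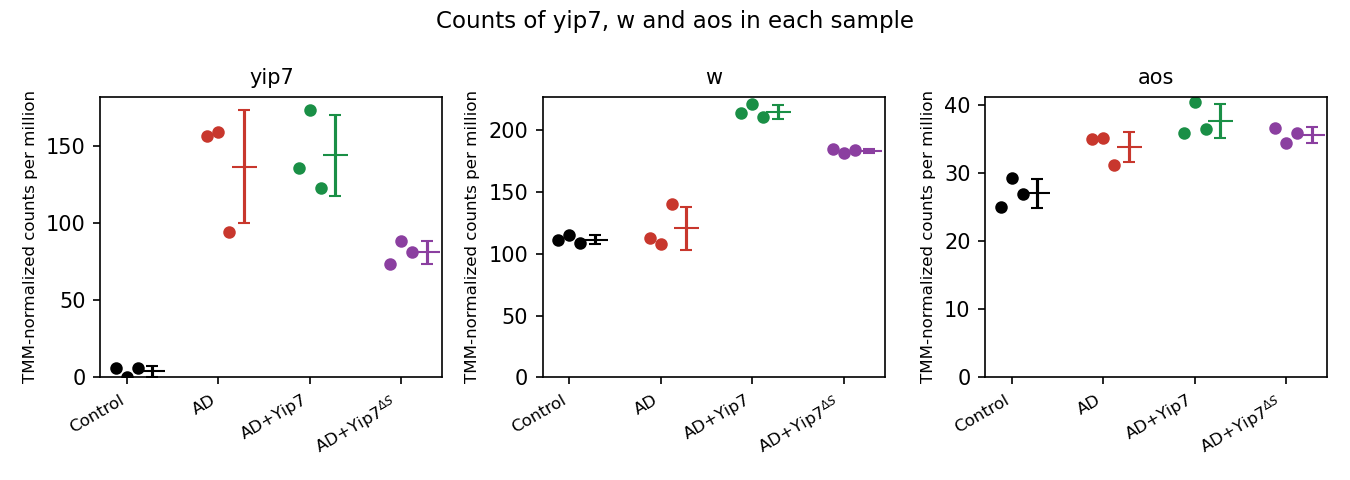
TMM-normalized CPM of *yip7*, *w* and *aos* (vertical axes) in each of the 3 samples of Control, AD, AD + Yip7 and AD + Yip7 ∆S flies (points), with the mean and SD beside them. The *yip7* count was between 94.2 and 159 in AD and between 123 and 173 in AD + Yip7 and between 73.8 and 88.1 in AD + Yip7 ∆S, and *w* was higher in every sample with a *yip7* transgene than in every AD sample.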

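Among the 10577 genes tested, 2750 differed between AD and Control at an adjusted p-value under 0.05, of which 1518 were higher and 1232 lower in AD. In AD + Yip7 vs. AD, 191 genes differed (100 higher, 91 lower), and in AD + Yip7 ∆S vs. AD, 196 genes differed (92 higher, 104 lower). At an unadjusted p-value under 0.05 the numbers were 4064, 1387 and 1600. With only the 6 samples of each comparison fitted by DESeq2 in place of all 12 samples by edgeR, 493 genes differed in AD + Yip7 vs. AD and 360 in AD + Yip7 ∆S vs. AD. Of the 191 and 196 genes, 86 were shared, and all 86 changed in the same direction with both variants. Both comparisons use the same 3 AD samples, which by itself favours a shared direction. The variants compared directly with each other, AD + Yip7 vs. AD + Yip7 ∆S, differed in 7 genes, and 1086 genes passed an unadjusted p-value of 0.05. DESeq2 gave 123 genes in this comparison with its 6 samples and 132 with all 12.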

Although expressing Aβ42 pan‐neuronally for 10 days significantly changed the expression of 2920 genes (*q* < 0.05), coexpressing Yip7 or Yip7^∆S^ each altered only around 400 genes in AD flies (Figure 7C), suggesting that Yip7 did not globally reshape Aβ42‐related transcriptome. 

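The paper's GO annotation was not used here, and families were taken by gene symbol: 85 ribosomal protein genes, 33 chaperone genes, 11 digestive serine protease genes of the Jonah, trypsin and Ser groups, and 44 olfactory receptor genes. Each family was tested in each comparison with camera, which estimates the correlation between a family's genes from the data, and the 16 p-values were adjusted together by the Benjamini-Hochberg method. All 85 ribosomal protein genes were higher in AD than in Control, with a median log2 fold change of 0.50, and all 85 were lower in AD + Yip7 than in AD, with a median of -0.33. In AD + Yip7 ∆S vs. AD the median was -0.25, and 83 of the 85 genes were lower. The estimated correlation between these genes was 0.85, and the family's adjusted camera p-values were 0.32, 0.27 and 0.33 in the 3 comparisons. With a preset correlation of 0.01 in its place, they were 1.2e-13, 1.7e-21 and 3.1e-12. The chaperone genes had a median log2 fold change of 0.67 in AD vs. Control (adjusted p = 0.021), -0.30 in AD + Yip7 vs. AD (30 of 33 genes lower, adjusted p = 0.022) and -0.12 in AD + Yip7 ∆S vs. AD (27 of 33 genes lower, adjusted p = 0.31). The direct comparison of AD + Yip7 with AD + Yip7 ∆S gave a median of -0.23 for the chaperone genes (29 of 33 lower, adjusted p = 0.070) and -0.07 for the ribosomal protein genes (75 of 85 lower, adjusted p = 0.67). The digestive serine protease genes had a median log2 fold change of 8.15 in AD vs. Control (adjusted p = 0.15), -3.49 in AD + Yip7 vs. AD (9 of 11 genes lower, adjusted p = 0.021) and -5.91 in AD + Yip7 ∆S vs. AD (10 of 11 genes lower, adjusted p = 0.021). A filter of at least 10 counts in every sample kept 1 of the 11 genes, *Ser7*, with log2 fold changes of -0.18, 0.06 and -0.06, and so does not test the family. *Ser7* entered the family by its symbol and did not move with it. Its mean was 76.2 CPM in Control, 65.9 in AD, 70.1 in AD + Yip7 and 64.2 in AD + Yip7 ∆S.

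The mean log2 level of the ribosomal protein genes relative to Control was 0.59 ± 0.12 in AD, 0.26 ± 0.12 in AD + Yip7 and 0.33 ± 0.26 in AD + Yip7 ∆S (SD, n = 3 each). The third AD + Yip7 ∆S sample was at 0.63, within the range of the AD samples, and the lowest was at 0.15. For the chaperone genes the mean level was 1.10 ± 0.08 in AD, 0.67 ± 0.09 in AD + Yip7 and 0.93 ± 0.12 in AD + Yip7 ∆S. Every AD + Yip7 sample was below every AD sample in both families (two-sided exact permutation test, p = 0.10, the smallest p that 3 samples against 3 allow).

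**Figure D2:**
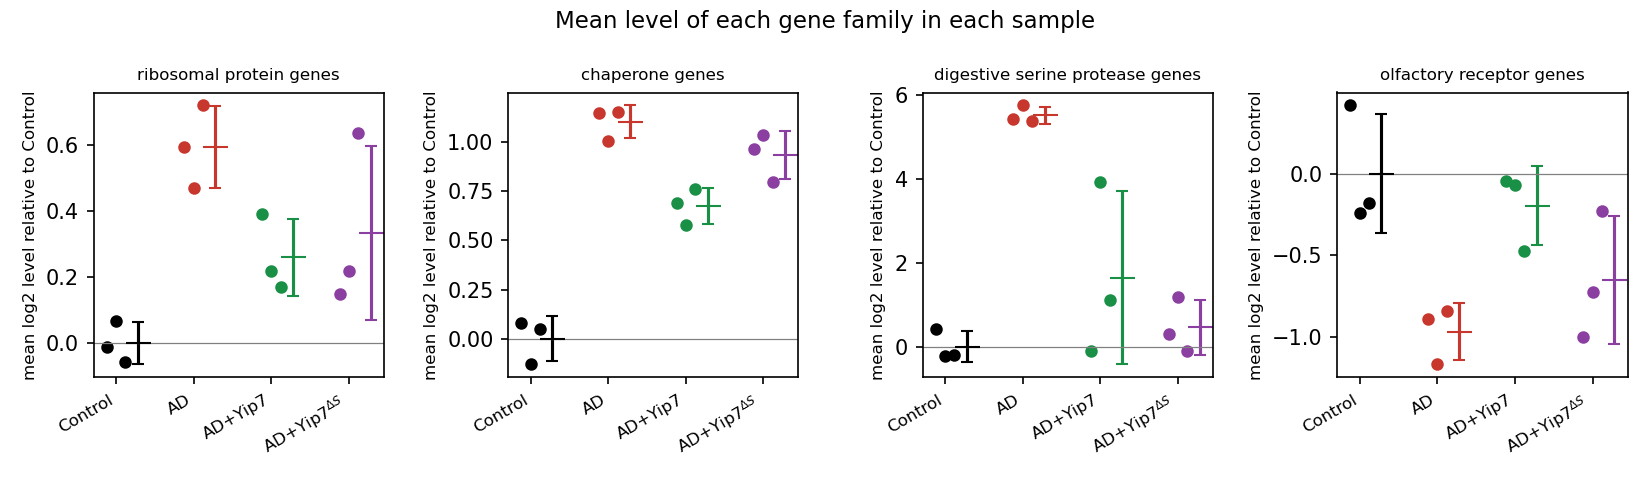
Mean log2 level of the genes of each family relative to the Control mean (vertical axes) in each of the 3 samples per group (points), with the group mean and SD beside them. The third AD + Yip7 ∆S sample lies at 0.63 for the ribosomal protein genes, and the AD + Yip7 samples lie between 0.17 and 0.39.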

GO enrichment shows that among the four top processes (molecular function, MF) dysregulated in AD flies compared to wild type control (namely “structural constituent of ribosome”, “signaling receptor binding”, “serine hydrolase activity”, and “protein folding chaperone”), only those genes annotated as “structural constituent of ribosome” and “protein folding chaperone” were selectively altered by coexpressing Yip7 but not by Yip7^∆S^ (Figure 7D; Table S1). In contrast, the majority of Aβ42 changed genes (2601 out of 2920 genes) were not significantly altered by coexpressing Yip7, a condition that led to increased intracellular Aβ retention yet without causing greater neurotoxicity. 

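Of the 2750 genes that differed between AD and Control, 2612 (95.0%) did not differ between AD + Yip7 and AD at an adjusted p-value under 0.05, and 2622 did not differ between AD + Yip7 ∆S and AD. Of the other 138 genes, 135 changed in AD + Yip7 in the direction opposite to their change in AD. When each AD sample in turn was left out of the choice of genes and used as the reference for AD + Yip7, 72.8% of all genes changed in AD, whether or not they passed the threshold in AD + Yip7, moved back toward Control, by a median of 19.5% of their change in AD (means of the 3 fits). The same values for AD + Yip7 ∆S were 66.1% and 14.6%.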

A closer examination of genes in this category identified that the expression of many activity indicators of tissue inflammation and stress response was indeed induced by Aβ but not further increased by coexpressing Yip7 (Figure S5A,B). These included two fly NFkB transcription factors Relish (*Rel*) and Dorsal (*dl*), the AP1 transcription factor Fos (*kay*) and a widely used JNK stress pathway activity readout (the JNK phosphatase *puc*), *Socs36E* that reports cytokine‐induced JAK/Stat signaling activity, a stress‐associated MAPKKK (*Mekk1*) and a stress‐inducible transcription factor *Ets21C*, and several genes indicating ER stress (*Hsc70‐3*, *CaBP1*, *PHGPx*, *ERp60*, and *Xbp1*). Furthermore, our bulk RNA‐seq also identified a strong upregulation of *Lactate dehydrogenase* (*Ldh*) in AD flies, consistent with the recent AD Fly Cell Atlas data created with single‐nucleus transcriptomes [67]. Nevertheless, the high *Ldh* levels in AD flies were not suppressed by coexpressing Yip7, adding to the specificity of Yip7 action. In addition, the expression of cytokine‐like secreted factors (*egr*, *spz*, and *upd1‐3*) and many Toll effectors in host defense (e.g., *Bomanin* and *Drs*) did not follow a clear pattern in our dataset (Figure S5C). 

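All of these 12 genes had a positive log2 fold change in AD vs. Control, and 9 of them passed an adjusted p-value of 0.05 (edgeR's quasi-likelihood test). *Hsc70-3* had the largest log2 fold change, 2.66 (standard error 0.15, adjusted p = 1.1e-07), followed by *CaBP1* with 1.21 (standard error 0.14, adjusted p = 7.9e-05) and *Socs36E* with 0.99 (standard error 0.12, adjusted p = 8.4e-05). The log2 fold change was 0.86 for *PHGPx*, 0.71 for *dl*, 0.55 for *Rel*, 0.46 for *ERp60*, 0.41 for *puc* and 0.36 for *Mekk1*, with adjusted p-values from 0.00016 to 0.024. For *kay* (0.35, adjusted p = 0.097), *Ets21C* (0.68, adjusted p = 0.074) and *Xbp1* (0.33, adjusted p = 0.12) the difference did not pass the threshold, and the samples of *kay* and *Ets21C* overlapped between AD and Control. These 3 genes passed it when DESeq2 was fitted to only the 6 samples of AD and Control.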

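*Ldh* (FBgn0001258; chromosome 3L, 6259105 to 6262694) had 15.9 ± 1.74 TMM-normalized CPM in Control and 231 ± 26.2 in AD (SD, n = 3 each). Its log2 fold change was 3.86 (standard error 0.15, adjusted p = 8.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every AD sample was above every Control sample.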

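The normalized *Ldh* count was 194 ± 32.8 CPM in AD + Yip7 and 237 ± 18.1 in AD + Yip7 ∆S (SD, n = 3 each). The log2 fold change against AD was -0.25 with Yip7 (standard error 0.13, adjusted p = 0.45 from edgeR's quasi-likelihood test) and 0.03 with Yip7 ∆S (standard error 0.13, adjusted p = 0.94), and in both comparisons the samples overlapped. The sign of the second changed with upper quartile normalization.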

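Of the 29 genes in Fig. S5C, 28 had enough counts to be tested, *upd1* being the exception. In AD vs. Control, 16 were higher and 12 lower, and at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test) 8 were higher and 4 lower. The log2 fold change was 3.02 for *upd3* (standard error 0.61, adjusted p = 0.0031), 1.41 for *Drs* (standard error 0.46, adjusted p = 0.038), 1.13 for *BomS6* (adjusted p = 0.0091) and 0.93 for *BomS4* (adjusted p = 0.013), against -1.81 for *BomBc1* (standard error 0.42, adjusted p = 0.0068) and -0.44 for *BomT3* (adjusted p = 0.0062). *egr* (-0.25, adjusted p = 0.16) and *spz* (-0.23, adjusted p = 0.073) did not pass the threshold. In AD + Yip7 vs. AD, 13 of the 28 genes were higher and 15 lower, and 0 passed an adjusted p-value of 0.05 while 5 passed an unadjusted one. The log2 fold change of *Drs* was 0.83 with Yip7 (adjusted p = 0.46) and -1.29 with Yip7 ∆S (adjusted p = 0.19).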

Collectively, these gene expression changes are consistent with the notion that the intracellular Aβ retention by Yip7 was not associated with increased brain inflammation.

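Across the 13 genes of Fig. S5B, *Ldh* included, 7 had a positive and 6 a negative log2 fold change in AD + Yip7 vs. AD, between -0.28 and 0.15. At an adjusted p-value under 0.05, 0 of the 13 differed, and 1 did at an unadjusted p-value under 0.05. In AD + Yip7 ∆S vs. AD the range was -0.46 to 0.16, and 0 differed by either p-value.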

**FIGURE 7:**
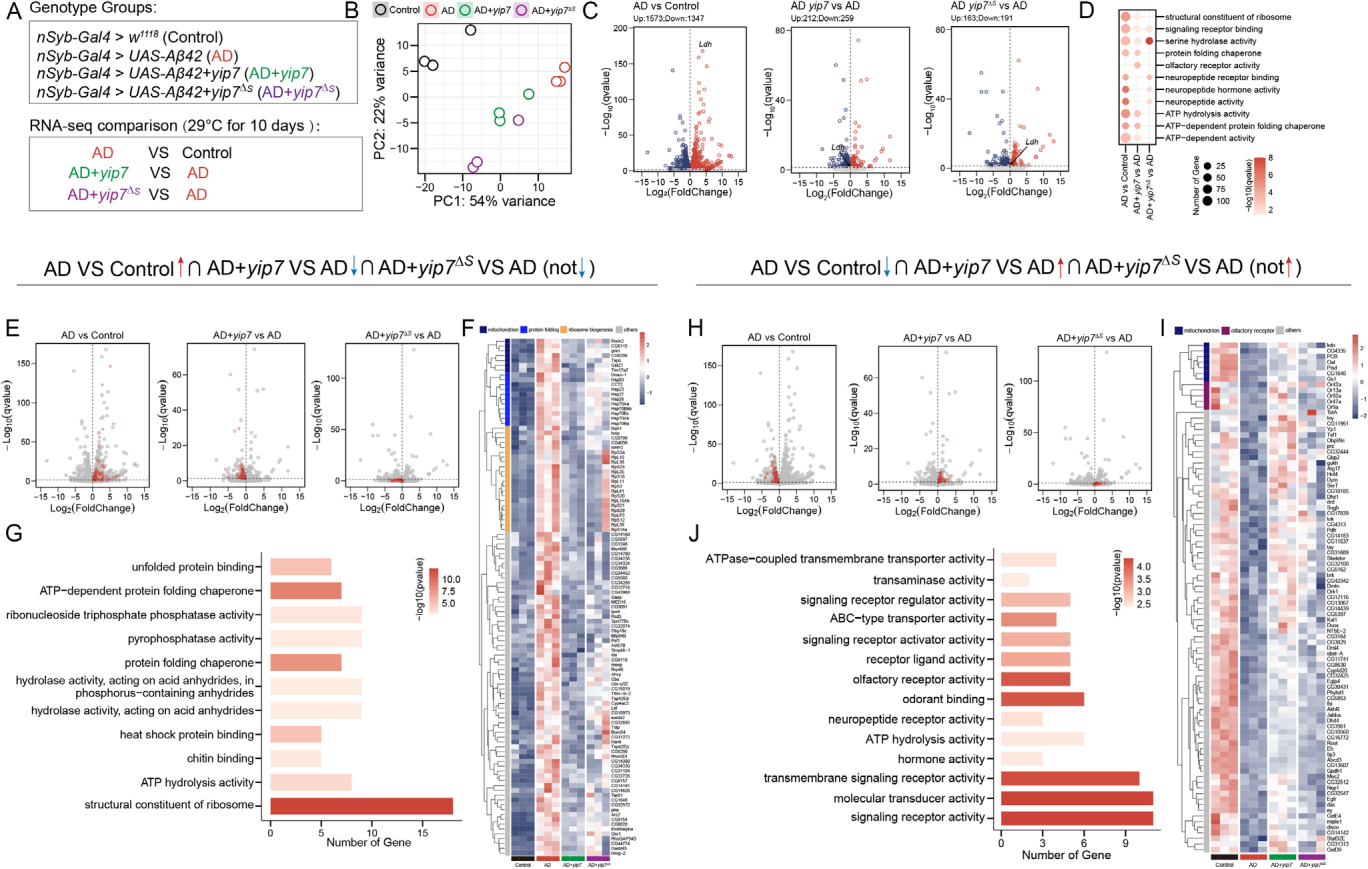
Transcriptomics to identify molecular mechanisms by which Yip7 protects against Aβ. (A) Experimental design of the transcriptomic study. Twenty fly heads per replicate were used for gene expression profiling in biological triplicates. (B) PCA analysis of RNA‐seq data. (C) Volcano plots showing differentially expressed genes (*q* < 0.05) in the three comparisons: AD vs. Control, AD + Yip7 vs. AD, and AD + Yip7^∆S^ vs. AD. The numbers of significantly upregulated and downregulated genes are indicated. *Ldh* is also marked. (D) GO enrichment in the three comparisons mentioned above. Selected GO terms (molecular function (MF); *q* < 0.05) significantly enriched between different comparisons are shown. (E–G) Volcano plots (E), heatmap of expression profiles (F) and GO terms enriched (G) for genes whose expression is significantly upregulated in AD and suppressed by coexpressing Yip7 but not by Yip7^∆S^. (H–J) Volcano plots (H), heatmap of expression profiles (I) and GO terms enriched (J) for genes whose expression is significantly downregulated in AD and induced by coexpressing Yip7 but not by Yip7^∆S^. The full lists of gene expression value and enriched GO terms are included in Table S1.

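In a principal component analysis of the log2 CPM (prior count 2) of the 10577 tested genes, the first component held 41.5% of the variance and the second 19.9%. On the first component the Control samples lay between -57.62 and -33.30, the AD samples between 37.18 and 38.87, the AD + Yip7 samples between 2.09 and 17.82, and the AD + Yip7 ∆S samples between -5.89 and 15.65. On the second component the Control samples lay between 9.29 and 33.34, the AD samples between 15.43 and 22.49 and the AD + Yip7 samples between -14.20 and 3.27. The AD + Yip7 ∆S samples were spread there, at -38.78, -8.36 and -40.22. The distance between group means in log2 units over all tested genes was 86.7 between Control and AD, 66.4 between Control and AD + Yip7 and 69.8 between Control and AD + Yip7 ∆S. It was 51.5 between AD and AD + Yip7, 61.7 between AD and AD + Yip7 ∆S, and 40.0 between AD + Yip7 and AD + Yip7 ∆S. Within a group, the mean distance between single samples was 52.8 in Control, 46.1 in AD, 50.0 in AD + Yip7 and 57.2 in AD + Yip7 ∆S.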

We further focused on these Aβ‐regulated genes whose expression is reversed by Yip7 but not by Yip7^∆S^. 

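At an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 70 genes were higher in AD than in Control and lower in AD + Yip7 than in AD, 65 were higher in AD and lower in AD + Yip7 ∆S, and 33 met both. This left 37 genes lowered by Yip7 and not by Yip7 ∆S, and 32 lowered by Yip7 ∆S and not by Yip7. Of the 37 genes, 35 also had a negative log2 fold change with Yip7 ∆S, which the AD samples shared by both comparisons favour. The median was -0.78 with Yip7 and -0.34 with Yip7 ∆S. In the direct comparison of the variants 0 of the 37 passed an adjusted p-value of 0.05, and 23 passed an unadjusted one. The list was chosen from the same samples for passing with Yip7 and not with Yip7 ∆S. That choice by itself favours unadjusted passes in the direct comparison. DESeq2 fitted to only the 6 samples of each comparison gave 118 genes, of which 112 also had a negative log2 fold change with Yip7 ∆S and 11 passed an adjusted p-value of 0.05 in the direct comparison.

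Chaperone genes made up 6 of the 37, where 23 of the 1518 genes higher in AD were chaperone genes (odds ratio 16.6, adjusted p = 8.3e-05 from two-sided Fisher's exact tests, 8 tests). These tests take genes as independent, while the estimated correlation between chaperone genes was between 0.17 and 0.20. The p-value is therefore likely too small. Ribosomal protein genes made up 0 of the 37, where 70 of the 1518 were ribosomal protein genes (odds ratio 0, adjusted p = 1). DESeq2 on the 6 samples of each comparison placed 17 ribosomal protein genes in its list. The 11 chaperone genes shown in Fig. 7F all rose in AD and all fell in AD + Yip7, with log2 fold changes between -1.08 and -0.35, and 5 of the 11 passed the adjusted threshold: *Hsp83*, *DnaJ-1*, *Hsp23*, *Hsp26* and *Hsp70Bc*. *Hsp83* (chromosome 3L, 3192969 to 3197059) had a log2 fold change of -1.05 in AD + Yip7 vs. AD (standard error 0.14, adjusted p = 0.0029) and -0.31 in AD + Yip7 ∆S vs. AD (standard error 0.14, adjusted p = 0.32). The difference between the variants was -0.73 (adjusted p = 0.11). *DnaJ-1* (chromosome 3L, 5750029 to 5752189) had log2 fold changes of -1.03 (standard error 0.17, adjusted p = 0.0083) and -0.30 (standard error 0.17, adjusted p = 0.45), with a difference between the variants of -0.73 (adjusted p = 0.16). The Hsp70 genes are near-identical copies, so their counts can be split between them in counting and are uncertain singly. Their summed count over 6 copies had a log2 fold change of 1.28 in AD vs. Control (adjusted p = 0.00014) and -0.61 in AD + Yip7 vs. AD (adjusted p = 0.086). AD carries a UAS transgene and Control does not, so any vector sequence counted as Hsp70 would add to the first. The 27 other chaperone genes had a median of 0.53 in AD vs. Control (24 higher, 3 lower). For the 17 genes of the ribosome biogenesis block of Fig. 7F whose labels could be read with certainty, the log2 fold changes in AD + Yip7 vs. AD ranged from -0.56 to -0.35, and 2 of the 17, *hoip* (adjusted p = 0.038) and *CG4038* (adjusted p = 0.041), passed the adjusted threshold. *RpS20* had a log2 fold change of 0.75 in AD vs. Control (adjusted p = 0.0027), -0.52 in AD + Yip7 vs. AD (standard error 0.15, adjusted p = 0.11) and -0.29 in AD + Yip7 ∆S vs. AD (standard error 0.15, adjusted p = 0.38).

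**Figure D3:**
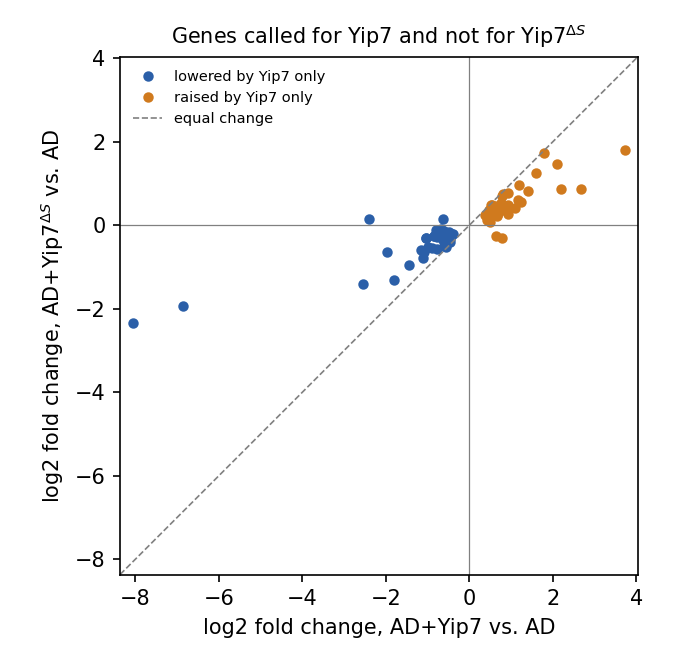
Log2 fold change in AD + Yip7 vs. AD (horizontal axis) against AD + Yip7 ∆S vs. AD (vertical axis) for the 37 genes higher in AD and lowered by Yip7 only (blue) and the 44 genes lower in AD and raised by Yip7 only (orange). Points on the dashed line would change equally with both variants, and 35 of the 37 and 42 of the 44 lie on the same side of 0 for both.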

First, a closer look at the Aβ‐induced genes that were significantly downregulated only by Yip7 but not by Yip7^∆S^ (107 genes in total) revealed a strong enrichment in genes coding ribosomal proteins (22 genes) and molecular chaperones for protein folding (11 genes) (Figure 7E–G). Of note, an aberrant upregulation of ribosome complexes was recently observed in AD patients [68]. In addition, the upregulation of molecular chaperones, as also reported by the AD Fly Cell Atlas project [67], likely occurred following proteostatic stress under conditions where protein folding and degradation pathways are overwhelmed or dysfunctional, since heat shock proteins have demonstrated roles against intracellular amyloids [69]. 

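Among the 1518 genes higher in AD than in Control were 70 of the 85 ribosomal protein genes and 23 of the 33 chaperone genes, and 0 genes of either family were lower at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). In AD + Yip7 vs. AD, 0 ribosomal protein genes and 6 chaperone genes were lower at that threshold. In AD + Yip7 ∆S vs. AD, 0 genes of both families were. The chaperone genes were picked by symbol only, mainly Hsp, Hsc70, DnaJ and CCT names. Chaperones under other names are not counted, so the contrast of 6 and 0 depends on this naming rule.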

The selective suppression of these two groups of genes amongst the 1573 Aβ‐induced genes (Figure 7C) is striking, and further suggests that Yip7 masks Aβ toxicity mainly by maintaining proteostasis in the brain (see Figure 6D). 

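*Ahcy* (FBgn0014455; chromosome X, 15450261 to 15453167) had 82.0 ± 7.55 TMM-normalized CPM in Control, 200 ± 12.8 in AD, 117 ± 21.3 in AD + Yip7 and 163 ± 21.4 in AD + Yip7 ∆S (SD, n = 3 each). Its log2 fold change was 1.29 in AD vs. Control (standard error 0.14, adjusted p = 4.1e-05 from edgeR's quasi-likelihood test), -0.78 in AD + Yip7 vs. AD (standard error 0.14, adjusted p = 0.013) and -0.29 in AD + Yip7 ∆S vs. AD (standard error 0.14, adjusted p = 0.34). *Cbs* (FBgn0031148; chromosome X, 21045138 to 21049096) had log2 fold changes of 0.96 (standard error 0.18, adjusted p = 0.0022), -0.80 (standard error 0.18, adjusted p = 0.047) and -0.12 (standard error 0.18, adjusted p = 0.82) in the same comparisons. Every AD + Yip7 sample was below every AD and every AD + Yip7 ∆S sample for both genes. The direct difference between the variants was -0.48 for *Ahcy* (adjusted p = 0.27) and -0.68 for *Cbs* (adjusted p = 0.23). Both genes are in the list lowered by Yip7 and not by Yip7 ∆S, whose choice favours such a difference. With DESeq2 the difference passed 0.05 for *Cbs* on all 12 samples (adjusted p = 0.029) and on its 6 samples (adjusted p = 0.044), and for *Ahcy* on neither.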

Supporting this notion, Yip7 also suppressed the concerted upregulation of *Ahcy* (coding the S‐adenosylhomocysteine hydrolase) and *Cbs* (coding the cystathionine β‐synthase) in AD flies that promotes the transsulfuration branch of the methionine cycle and has been implicated in ER stress [70, 71]. The small set of genes selectively repressed by Yip7 (Figure 7F) thus offers feasible targets to be tested for their involvement in AD pathogenesis.

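Under the same criteria in the other direction, 65 genes were lower in AD and raised by Yip7, 53 were lower in AD and raised by Yip7 ∆S, and 21 met both. This left 44 genes raised by Yip7 and not by Yip7 ∆S, and 32 raised by Yip7 ∆S and not by Yip7. Of the 44 genes, 42 also had a positive log2 fold change with Yip7 ∆S against the same AD samples, with medians of 0.68 for Yip7 and 0.40 for Yip7 ∆S. In the direct comparison of the variants 1 of the 44, *Ilp3*, passed an adjusted p-value of 0.05, and 25 passed an unadjusted one. The choice of this list from the same samples favours unadjusted passes here too. With DESeq2 fitted to only the 6 samples of each comparison the list held 92 genes. Of these, 87 also had a positive log2 fold change with Yip7 ∆S, and 10 passed an adjusted p-value of 0.05 in the direct comparison.

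Olfactory receptor genes made up 3 of the 44, where 15 of the 1232 genes lower in AD were olfactory receptor genes (odds ratio 7.14, adjusted p = 0.057 from two-sided Fisher's exact tests, 8 tests). Against all 10577 tested genes, 44 of them olfactory receptor genes, the odds ratio was 18.7 (adjusted p = 0.0032). Both tests take genes as independent, while the estimated correlation between these genes was 0.31 in AD + Yip7 vs. AD. The 5 receptors shown in Fig. 7I were all lower in AD, with log2 fold changes from -4.15 to -1.43, and all higher in AD + Yip7 than in AD. Of these 5, the 3 raised by Yip7 at an adjusted p-value under 0.05 were *Or47a* (3.74, standard error 0.64, adjusted p = 0.011), *Or9a* (2.68, standard error 0.50, adjusted p = 0.016) and *Or42a* (1.78, standard error 0.41, adjusted p = 0.047). *Or42a* had a log2 fold change of 1.74 with Yip7 ∆S (standard error 0.41, adjusted p = 0.051). Its normalized count was between 0.143 and 0.297 CPM in the AD samples, so few reads lie behind these receptor values. Tested together with camera, the olfactory receptor genes had a median log2 fold change of -0.75 in AD vs. Control (limma, adjusted p = 0.31) and 0.68 in AD + Yip7 vs. AD (35 of 44 higher, adjusted p = 0.21). Gene by gene, 5 of the 44 passed as higher in AD + Yip7 vs. AD and 3 in AD + Yip7 ∆S vs. AD. *Or46a* (2.14 with Yip7, 1.52 with Yip7 ∆S) and *Or65b* (2.59 and 3.39) passed with both variants.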

Second, the Aβ‐downregulated genes that were significantly induced only by Yip7 but not by Yip7^∆S^ (91 genes in total) included several genes encoding olfactory receptors (Figure 7H–J). This finding is in line with the observation that the sensory system is particularly vulnerable to Aβ42 toxicity [67], and in turn validates the neuroprotective effects of Yip7. 

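The neuronal genes *AkhR*, *CG32547*, *Dh44*, *Eh*, *Ilp3*, *Pdfr* and *SerT* were all lower in AD than in Control, with log2 fold changes from -3.48 to -0.43 and adjusted p-values of 0.0062 or less (edgeR's quasi-likelihood test). All 7 were higher in AD + Yip7 than in AD. *AkhR* (0.67, standard error 0.10, adjusted p = 0.0037), *Ilp3* (0.78, standard error 0.17, adjusted p = 0.035), *Pdfr* (0.38, standard error 0.08, adjusted p = 0.040) and *SerT* (0.48, standard error 0.11, adjusted p = 0.045) passed the adjusted threshold. *CG32547* (0.63, adjusted p = 0.075), *Dh44* (0.49, adjusted p = 0.089) and *Eh* (1.89, adjusted p = 0.091) passed an unadjusted p-value of 0.05 only. In AD + Yip7 ∆S vs. AD, 5 of the 7 were higher, and 0 passed the adjusted threshold while 2 passed an unadjusted one. *Ilp3* had 11.9 ± 0.724 normalized CPM in Control, 2.84 ± 0.671 in AD, 4.88 ± 0.593 in AD + Yip7 and 2.31 ± 0.201 in AD + Yip7 ∆S (SD, n = 3 each), and its difference between the variants was 1.08 (standard error 0.17, adjusted p = 0.039).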

A similar restoration of Aβ‐repressed genes implicated in neuronal functions (*AkhR*, *CG32547*, *Dh44*, *Eh*, *Ilp3*, *Pdfr*, and *SerT*) was also observed (Figure 7I). Intriguingly, Yip7 but not Yip7^∆S^ restored the expression of many genes coding mitochondrial metabolic enzymes, including *CG1640* (*Alanine aminotransferase*), *CG4335* (*Trimethyllysine hydroxylase*), *Gs1* (*Glutamine synthetase*), *Oat* (*Ornithine aminotransferase*), *Pisd* (*Phosphatidylserine decarboxylase*), and notably *kdn* (*Citrate synthase*) and *PCB* (*Pyruvate carboxylase*), two crucial enzymes involved in the tricarboxylic acid (TCA) cycle (Figure 7I). This implies an interesting possibility that Yip7 may prevent Aβ‐induced mitochondrial dysfunction. 

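All 7 of these genes were lower in AD than in Control, with log2 fold changes between -1.98 for *Oat* and -0.49 for *kdn* and adjusted p-values of 0.0041 or less (edgeR's quasi-likelihood test). In AD + Yip7 vs. AD all 7 were higher, and 2 passed the adjusted threshold: *CG4335* with 0.53 (standard error 0.11, adjusted p = 0.038) and *Gs1* with 0.54 (standard error 0.12, adjusted p = 0.048). The other 5 passed an unadjusted p-value of 0.05. *kdn* had a log2 fold change of 0.32 (standard error 0.10, adjusted p = 0.17) and *PCB* 0.43 (standard error 0.14, adjusted p = 0.17). All 5 of them passed when DESeq2 was fitted to only the 6 samples of AD + Yip7 and AD. In AD + Yip7 ∆S vs. AD all 7 had a positive log2 fold change, from 0.04 to 0.66, and 4 passed an unadjusted p-value of 0.05. DESeq2 called 3 of the 7 in this comparison on all 12 samples and 0 on its 6 samples. On all 12 samples DESeq2 called 6 of the 7 in AD + Yip7 vs. AD. *CG4335* had 0.48 with Yip7 ∆S (standard error 0.11, adjusted p = 0.054). In the direct comparison of the variants 0 of the 7 passed an adjusted p-value of 0.05 and 2 passed an unadjusted one.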

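*Dyro*, *Atg17* and *Hnf4* were lower in AD than in Control by log2 fold changes of -0.33 (standard error 0.12, adjusted p = 0.066), -0.47 (standard error 0.16, adjusted p = 0.052) and -0.32 (standard error 0.11, adjusted p = 0.055), which did not pass an adjusted p-value of 0.05 (edgeR's quasi-likelihood test). In AD + Yip7 vs. AD the log2 fold changes were 0.55 for *Dyro* (adjusted p = 0.043), 0.69 for *Atg17* (adjusted p = 0.054) and 0.48 for *Hnf4* (adjusted p = 0.054). In AD + Yip7 ∆S vs. AD all 3 were higher, with 0 past the adjusted threshold and 2 past an unadjusted p-value of 0.05. All 3 genes passed in both of the first comparisons when DESeq2 was fitted to only the 6 samples of each.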

Among other genes in this group, *Dyro* has been identified as a suppressor in Aβ toxicity [72], and the increase in *Atg17* [73] and *Hnf4* [74] hints at changes in autophagy and lipid metabolism, respectively, which are highly relevant to AD (Figure 7I).

Collectively, our transcriptomic analyses not only consolidate the neuroprotective role of Yip7 against Aβ but alsounlock fundamental molecular processes that could serve as valid targets for developing anti‐AD therapy.

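Tested directly between the variants, the 11 chaperone genes of Fig. 7F were all lower with Yip7, with 6 past an unadjusted p-value of 0.05 and 0 past an adjusted one (edgeR's quasi-likelihood test), and the 17 readable genes of the ribosome biogenesis block were all lower, with 2 past an unadjusted p-value and 0 past an adjusted one. The 7 neuronal genes were all higher with Yip7, with 6 past an unadjusted p-value and 1 past an adjusted one. The 5 olfactory receptors of Fig. 7I were all higher, with 3 past an unadjusted p-value and 0 past an adjusted one. With DESeq2, 3 of the 11 chaperone genes passed the adjusted threshold in the direct comparison on all 12 samples and 4 on its 6 samples, 4 and 2 of the 7 neuronal genes and 2 and 1 of the 5 olfactory receptors of Fig. 7I did, and 0 of the 17 genes of the ribosome biogenesis block did with either. The paper chose these genes from the same samples, for a change with Yip7 and not with Yip7 ∆S. That choice by itself favours these directions and passes, so they are no independent evidence of a difference between the variants. Taking its transcriptomic analyses together, the paper states that they back a neuroprotective role of Yip7 against Aβ.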

## 3 Discussion

*Drosophila* has been widely used as an in vivo model to dissect the mechanisms underlying Aβ toxicity, and has significantly advanced our understanding of the molecular features leading to Aβ toxicity [38, 75, 76, 77], Aβ production and trafficking [78, 79, 80, 81], the implication of protein quality control mechanisms [30, 35, 69, 82] and the microbiota [83] in AD progression, and how Aβ disrupts sleep and memory [84, 85]. In this study, we identified the serine protease Yip7 that effectively alleviates Aβ neurotoxicity using a fly AD model, and show that the targeting of Yip7 to the endosomal/lysosomal compartments is essential for its neuroprotective effects. Our findings that Yip7 selectively altered only a small subset of Aβ‐responsive genes highlights specific molecular processes that are essential for AD pathogenesis.

Since the introduction of the amyloid cascade hypothesis that posits that Aβ plaques cause AD [2], research has been focused on reducing the extracellular Aβ, but these efforts have appeared largely unsuccessful in drug development [1]. Recent studies support that Aβ plaques may originate inside the neuron, rather than in extracellular space as had been believed for a long time [13]. This novel notion has drawn attentions to intracellular Aβ, whose accumulation was recently shown to precede extracellular plaque formation and neuroinflammation and to predict neuronal vulnerability [17]. The fact that Yip7 can retain Aβ intracellularly yet still avoid Aβ toxicity is surprising. It has been proposed that trafficking of Aβ to lysosomes for degradation is a major Aβ clearance pathway, and disturbing this pathway can lead to the accumulation of intracellular Aβ [15, 86]. In both flies and mammals, intracellular Aβ is in turn capable of inducing lysosome rupture, causing neuronal death and extracellular seeding of Aβ [13, 30]. Nevertheless, in our model, Yip7 appears to increase intracellular Aβ accumulation not by impairing the lysosomal function or autophagy (Figure 5A–G), but rather in a more active manner by sequestering Aβ. We speculate that Yip7 may trap Aβ within the lysosomes in a form that is resistant to lysosomal degradation yet does so without triggering increased inflammation, as supported by our behavioral and biochemical analyses and by our transcriptomic data. It is possible that through physical interaction with Aβ, Yip7 restricts the pathogenic aggregation of Aβ by playing a role reminiscent of a molecular chaperone. Indeed, it has been reported that a secreted Hsp70 chaperone can mask Aβ toxicity by promoting the accumulation of non‐toxic aggregates in fly models [69]. Central to building the concept of targeting intracellular amyloid as an alternative therapeutic strategy for AD, future work is required to address the exact subcellular location and aggregation status of Aβ trapped by Yip7, which will enable an understanding of how and why such specific intracellular retention of Aβ by Yip7 does not trigger inflammation in the fly brain.

Serine proteases comprise a large family of endopeptidases with more than 200 members in both flies and humans, whose roles extend far beyond the digestion of dietary contents [40, 87, 88, 89, 90, 91, 92, 93, 94]. In fact, many serine proteases are expressed in the brain and play roles in the development, maintenance, and pathology of the nervous system as previously summarized [33, 95]. Interestingly, earlier work reported the increased production of a‐1‐antichymotrypsin (ACT), a protease inhibitor, in the brains of AD patients. As an amyloid‐associated protein, ACT has a strong stimulatory role in promoting the polymerization of Aβ into amyloid filaments in vitro [96, 97], implying the relevance of serine proteases in Aβ pathogenesis. Of note, the role of proteases in organismal proteostasis and neurodegeneration has only begun to be characterized very recently [31, 32]. Our identification of the serine protease Yip7 in counteracting AD by sequestering intracellular Aβ is completely unexpected in two ways. First, though a well‐defined signal peptide sequence is present at its N‐terminus, experimental evidence shows that Yip7 is not secreted like a typical gut digestive protease but is instead localized to the endosomal/lysosomal compartments in the cytoplasm. Second, instead of degrading intracellular Aβ as would be expected for a serine protease, Yip7 promotes intracellular Aβ sequestration. Further elucidation of the sequence basis that enables protein design to track and trap intracellular Aβ to block its neurotoxicity would be a crucial first step toward targeting intracellular Aβ with a cell biology approach. Our work therefore serendipitously provides an entry point toward this direction, as the PTD of Yip7 appears to be (part of) a novel protein‐targeting signal that marks crucial intermediate stops in the trafficking route of intracellular Aβ. Conceptually, mitigating Aβ neurotoxicity by its intracellular sequestration awaits validation in mammalian AD models, and may inform future designs of anti‐AD strategies.

## 4 Experimental Section

### 4.1 *Drosophila* Stocks

Fruit flies were cultured at 25°C and under 60% humidity with a 12:12 light dark cycle. Conventional fly diet contains per liter 32.3 g yeast, 69.2 g corn flour, 9.2 g soybean meal, 61.5 mL syrup, 1.7 g Nipagin methyl ester, and 7.7 g Agar. Mated females were used throughout the study. Genetic crosses were carried out at 25°C unless otherwise noted and the progenies were collected within three days of eclosion for further analyses. For adult‐onset expression, the TARGET system was used in combination with the indicated Gal4 drivers (*Elav‐Gal4* and *nSyb‐Gal4*) to conditionally express UAS‐linked transgenes [99]. Flies were grown at 21°C to limit Gal4 activity. After 3 days at 21°C, adult flies with the appropriate genotypes were shifted to 29°C, a temperature inactivating the temperature sensitive Gal80's ability to suppress Gal4. Fly strains used in study are as follows. Drivers: *Elav‐Gal4^c155^* (BL458, from Ranhui Duan), *OK107‐Gal4* (BL854, from Hongtao Qin), *nSyb‐Gal4* (BL51944), *GMR‐Gal4* (Kyoto106207). *Mex‐Gal4* (BL91368, from Bruno Lemaitre), *Dilp2‐Gal4* (BL37516). UAS lines: *UAS‐Aβ42^E693G^* (BL33773 and BL33774), *UAS‐Aβ42* (BL33769 and BL64216), *UAS‐yip7‐3xHA* (F003003), *UAS‐Jon65Aiv‐3xHA* (F002953), *UAS‐Jon65Aiii‐3xHA* (F003004), *UAS‐Bace‐3xHA* (F002569), *UAS‐Jon66Cii‐3xHA* (F000772), *UAS‐CG33109‐3xHA* (F002668), *UAS‐CG12374‐3xHA* (F003805), *UAS‐Fit‐HA* [47], *UAS‐hsp70* (human *HSPA1L*) (BL7454 and BL7455), *UAS‐(G_4_C_2_)_36_* (BL58688), *UAS‐poly(GR)_36_‐PO* (BL58692), *UAS‐yip7‐RNAi* (VDRC102226), *UAS‐Jon65Aiii‐RNAi* (VDRC103274), *UAS‐Rab5‐GFP* (BL9775), *UAS‐Rab7‐GFP* (BL42706), *UAS‐KDEL‐GFP* (BL9898), *UAS‐Lamp1‐GFP* (BL42714), *UAS‐ManII‐EGFP* (BL65248), *UAS‐mito‐GFP* (BL8442), *UAS‐pANF‐GFP* [98], *UAS‐syt‐GFP* (BL6925), *UAS‐yip7‐3xHA* (this study), *UAS‐yip7^∆C^‐3xHA* (this study), *UAS‐yip7^∆S^‐3xHA* (this study). Other lines: *w^1118^* (iso31), *VDRC‐KK* control (VDRC60100), *tub‐Gal80^ts^* (BL7018 and BL7019), and *TRE‐dsRed* (BL59011).

### 4.2 Generation of Transgenic Strains

Three transgenic lines expressing Yip7 variants, *UAS‐yip7‐3xHA*, *UAS‐yip7^∆C^‐3xHA*, and *UAS‐yip7^∆S^‐3xHA*, were created in this study. Briefly, the region coding *yip7‐3xHA* was PCR‐amplified from the *UAS‐yip7‐3xHA* transgene (F003003). Based on *yip7‐3xHA*, truncated Yip7 lacking the PTD (*yip7^∆S^‐3xHA*) was also PCR‐amplified; the catalytic triad mutations (His–Asn, Asp–Glu, and Ser–Leu carried in *yip7^∆C^‐3xHA*) were introduced by PCR primers via overlapping PCRs. The three *Yip7‐*HA fragments were then cloned into *pUAST‐attB* vector via homologous recombination (ClonExpress Ultra One Step Cloning Kit, Vazyme). The resultant plasmids were verified by sequencing. Transgenic flies were established by phiC31 integrase‐mediated site‐specific integration. All three transgenes were landed into the *ZH‐86Fb* site via injecting 24749NF line that does not carry the *3xP3‐RFP* marker at UniHuaii (Zhuhai, China), and were established as stable lines using the same genetic crosses so that these transgenes share the same genetic background and are readily comparable. Primer sequences used for cloning are available upon request.

### 4.3 Locomotion Assays

(1) Climbing. Flies were collected and further reared at 29°C for 14 days before being assayed for climbing ability (negative geotaxis). Flies were anesthetized with CO_2_ two days prior to the experiment and divided into groups of 10 flies/tube. For the test, the flies were placed in an empty fly vial (height: 9.5 cm; diameter: 2.4 cm) marked with lengthen scales in 1 cm increment and allowed to acclimate for 30 minutes (min). Then, we gently tapped the flies to the bottom of the tubes and immediately initiated video recording of fly climbing for 8 seconds (s). This was repeated three times with a 5 min interval between trials. From the video, the distance of each fly climbed for 7 s was determined, and the average climbing distance of 10 flies in the same vial was calculated and further averaged from the three technical repeats. At least three biological replicates (the exact number of replicates is indicated in respective figure legends) were conducted for each experiment. The climbing assays were performed at room temperature.

(2) Spontaneous walking. Video tracking was used to assess spontaneous locomotion. Flies were anesthetized on ice and loaded 1 fly/well into a 48‐well plate, with at least 12 flies per genotype. The bottom of the 48‐well plate was filled with 1% agar with 5% sucrose so that flies can only move horizontally. After a 30 min recovery period at room temperature, the flies were placed into the Zebrabox tracking system (ViewPoint) to track fly movement. From the tracking data, we calculated the velocity and total distance travelled by each fly over a 5‐hour (h) period. The tests were routinely done from ZT1‐5 (9 am–13 pm) at room temperature, and the test plates were illuminated during tracking. All experiments were performed in biological triplicate, with the representative tracking data shown in figures.

(3) Activity test with *Drosophila* Activity Monitor. We measured fly activity using DAM2 *Drosophila* Activity Monitor (TriKinetics). 32 female flies per genotype (2–5 days old) were transferred into glass tubes with one end containing a food substrate (5% sucrose and 1% agar) and the other end sealed with a cotton plug. Flies were entrained at 25°C in 12 h: 12 h light/dark (LD) conditions for 2–3 days before experiments. Then, their movements were recorded for three consecutive days by marking their passage through the midpoint of the glass tube detected with infrared beams. Locomotor activity was recorded as raw binary data, where “1” indicates the interruption of the infrared beam and “0” indicates no interruption. Activity counts were collected in 1 min bins and plotted as activity/30 min over ZT times. Data were analyzed using Excel.

### 4.4 Lifespan Assay

Flies were reared at a standard density prior to lifespan experiments. Genetic crosses were performed at 25°C, and progenies were collected and allowed to mate for 3–4 days before being transferred to 29°C to induce Aβ42 deposition. 20–30 flies were placed in each fly vial, and at least 30 flies were used for each genotype. Throughout the course of the experiment, flies were transferred to fresh medium daily, and mortality was recorded daily. Rapamycin feeding was carried out essentially as described [30]. Flies were allowed to mate on normal fly food for 2–3 days and then transferred to fresh food containing 1 µm rapamycin (LC Laboratories) or an equal volume of anhydrous ethanol (vehicle for dissolving rapamycin). Survival curves were generated and analyzed using GraphPad Prism 9 software.

### 4.5 Adult Eye Degeneration

All flies for eye phenotype analysis were crossed and raised at 25°C. Flies were collected and aged for 7 days to measure degenerative eye phenotype by imaging fly eyes under a Nikon SMZ800N Stereo Microscope.

### 4.6 RNA Sequencing and Data Analysis

Total RNA was extracted from heads of 14‐day‐old (for RNA‐seq described in Figure 1) or 10‐day‐old (for RNA‐seq described in Figure 7) flies with genotypes indicated in figures for RNA‐seq analysis. 20 fly heads were used for each sample and biological triplicates were performed. Total RNA extraction was performed using RNAiso Plus (TaKaRa), with all samples processed in parallel to minimize technical variation. RNA purity and quantification were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Scientific). RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies). Then, the sequencing libraries were constructed using VAHTS Universal V10 RNA‐seq Library Prep Kit (Vazyme) and sequenced on an Illumina Novaseq 6000 platform with 150 bp paired‐end reads. Raw reads of FASTQ format were first processed using fastp and the low‐quality reads were removed to obtain the clean reads that were mapped to the reference genome using HISAT2. FPKM of each gene was calculated and the read counts of each gene were obtained by HTSeq‐count. PCA analysis was performed using R (v3.2.0). Differential expression analysis was performed using the DESeq2. We set *q* value < 0.05 and foldchange > 2 or foldchange < 0.5 as the threshold for significantly differentially expressed gene (DEGs), unless noted otherwise. Hierarchical cluster analysis of DEGs was performed using R (v3.2.0). GO enrichment analysis of DEGs were performed by screening the significantly enriched terms using R (v3.2.0). The transcriptome sequencing was conducted by OE Biotech (Shanghai).

### 4.7 qRT‐PCR Analysis of Gene Expression

Total RNA was extracted from *Drosophila* heads using RNAiso Plus (TaKaRa). cDNA was synthesized using the PrimeScrip RT Reagent Kit (TaKaRa). 100–500 ng total RNA was used for reverse transcription with oligo dT, and the first strand cDNA was diluted 10–20 times with water and further used in real time PCR. Real time PCR was performed in at least duplicates for each sample using SYBR Green (Roche) on a q225 qPCR System from Quantagene (Kubo Technology). Expression values were calculated using the ΔΔCt method and relative expression was normalized to *RpL32*. The expression in control sample was further normalized to 1 in Figure 1I. The primer sequences used are as follows:

*yip7*‐F: 5′‐TCCACCTACGAGGGAAAGA‐3′; *yip7*‐R: 5′‐GGAGTTGGAGATGATGGTAAGG‐3′

*Aβ42*‐F: 5′‐GAATTCCGACATGACTCAGG‐3′; *Aβ42*‐R: 5′‐GCCCACCATGAGTCCAATGA‐3′

*RpL32*‐F: 5′‐TCTGCATGAGCAGGACCTC‐3′; *RpL32*‐R: 5′‐ATCGGTTACGGATCGAACAA‐3′

### 4.8 Western Blots

(1) Standard Western blot analysis. Fly heads were homogenized for 2 h in ice‐cold RIPA buffer containing protease inhibitors, with 35 heads for each sample. Protein samples were analyzed by SDS‐PAGE and transferred to 0.45 µm polyvinylidene difluoride (PVDF) membranes. Immunoblotting was performed using anti‐p62 antibody (1:100; Abcam #ab178440; a gift from Prof. Hongtao Qin). For Aβ detection, 50 heads per group were lysed overnight at 4°C in 100 µL RIPA buffer containing 1% SDS. Protein extracts were dissolved by SDS‐PAGE using Tricine‐SDS‐PAGE Gel Preparation Kit for Small Molecular Weight Proteins (Beyotime #P0531S) and transferred to 0.2 µm PVDF membranes at 70 V for 1 h. To optimize antibody binding, membranes were boiled in 1× TBST for 5 min, then blocked with 5% non‐fat dry milk in TBST for 2 h at room temperature. Primary antibody incubations were performed overnight at 4°C. The following primary antibodies were used: mouse anti‐HA (1:1000, Cell Signaling Technology #3724), mouse anti‐Aβ 6E10 (1:1000; BioLegend #803001), and mouse anti‐Actin (1:1000; Bioss #bsm‐8777 M). Densitometric analysis of blot images was carried out using Fiji and the gray scale of the control sample was normalized to 1.

(2) Western blot analysis for detergent‐insoluble fractions. Western blot analysis for detergent‐soluble and ‐insoluble fractions was performed as previously described [100]. Briefly, the heads of 30 female flies per sample were dissected and homogenized in ice‐cold PBS containing 1% Triton X‐100 and protease inhibitors (Roche #04693132001) for 5 min. The homogenates were centrifuged at 14,000 rcf for 10 min at 4°C, and the supernatants were collected as the Triton X‐100‐soluble fraction. The pellet was further washed twice with 400 µL ice‐cold PBS containing 1% Triton X‐100, followed by centrifugation at 14,000 rcf for 5 min at 4°C. The pellet was then resuspended in RIPA buffer containing 8 m urea and 5% SDS, and centrifuged again at 14,000 rcf for 10 min at 4°C. The resulting supernatants were collected as Triton X‐100‐insoluble fraction and analyzed by SDS‐PAGE using anti‐Ubiquitin (1:1000, Santa Cruz Biotechnology #3936) and anti‐Actin (1:1000, Bioss #bsm‐8777 M) antibodies.

(3) Co‐IP. 60 fly heads were dissected and homogenized in 100 µL lysis buffer (RIPA+1% SDS), except for the Aβ42 + yip7 sample where we used 240 fly heads to facilitate Aβ detection post immunoprecipitation. We used the BeyoMag Anti‐HA Magnetic Beads (Beyotime #P2121) according to the manufacturer's recommendations with minor modifications. The volume of magnetic beads used for the Aβ42 + yip7 sample was proportionally scaled‐up (i.e., 4× of volume used for other samples). Briefly, 10–20 µL HA beads were incubated with 100 µL of homogenate and 400 µL extraction buffer for overnight. After washing, proteins were eluted by boiling in 1× LDS sample buffer (Beyotime #P0731) and detected by Western blot using the rabbit anti‐HA polyclonal antibody and the mouse anti‐Aβ 6E10 monoclonal antibody.

### 4.9 Immunofluorescence

(1) Brain immunostaining. The immunostaining of brains was done as previously described [101]. Fly brains were dissected in ice‐cold PBS and fixed for 2 h in 4% paraformaldehyde in PBS. They were then washed three times in 0.03%Triton X‐100 in PBS at room temperature and blocked for overnight at 4°C in blocking solution (PBS with 2% Triton X‐100 and 10% goat serum), before being incubated in primary antibodies diluted in PBS with 0.25% Triton X‐100 and 1% goat serum for 24 h at 4°C. Samples were washed three times in PBS with 1% Triton X‐100 and 3% NaCl, before being incubated for 24 h with secondary antibodies and DAPI (1:200, Sigma #D9542). For LysoTracker staining, 15 brains per genotype were dissected in PBS, and directly incubated with LysoTracker Red DND‐99 (1:1000; Thermo Fisher Scientific #L7528) in 1× PBS for 5 min. Followed by one PBS wash, the staining was checked under a Zeiss Imager M2 microscope. For TRE‐dsRed intensity, fly brains were dissected in ice‐cold PBS, and fixed for 2 h in 4% paraformaldehyde in PBS. Then, the samples were washed using PBS, mounted in an antifade medium, and imaged on a Zeiss Imager M2 microscope. Quantitative analysis of fluorescence intensity was performed with the ZEN software (Zeiss, Germany). Primary antibodies used were as follows, mouse anti‐Aβ 6E10 (1:200; BioLegend #803001), rabbit anti‐HA (1:10000, Cell Signaling Technology #3724), rabbit anti‐Dcp1 (1:1000; Cell Signaling Technology #9578), rat anti‐Elav (1:1000; DSHB #7E8A10), chicken anti‐GFP (1:1000; Abacm #13970), rabbit anti‐tyrosine hydroxylase (1:1000; Novus Bio #NB300‐109), mouse anti‐NPC/Mab414 (1:500; Abcam #ab24609), and mouse anti‐Lamin (1:500; DSHB #ADL84.12). Secondary antibodies used were goat anti‐mouse Alexa Fluor 488 (1:1000; Invitrogen #A32723), goat anti‐rat Alexa Fluor 555 (1:1000; Invitrogen #A21434), goat anti‐rabbit Alexa Fluor 568 (1:1000; Invitrogen #A11036), and goat anti‐chicken Alexa Fluor 488 (1:1000; Invitrogen #A11039).

(2) Gut immunostaining. Flies were transferred overnight into a classical fly food vial containing a filter paper soaked with a solution consisting of 5% sucrose to clean the digestive tract. Fly guts were dissected in ice‐cold PBS and fixed for at least 1 h at room temperature in 4% paraformaldehyde in PBS. They were washed three times in 0.1%Triton X‐100 in PBS at room temperature, blocked for 2 h at room temperature in blocking solution (0.1%Triton X‐100 and 2% goat serum), then incubated in primary antibody diluted in solution containing 0.1%Triton X‐100 and 2% goat serum overnight at 4°C. After washing for 1 h, samples were incubated with secondary antibodies and DAPI at room temperature for 2 h. After washing three times (15 min each), the guts were mounted in antifade medium and imaged on a Zeiss microscope. Primary antibodies used were rabbit anti‐HA (1:10000; Cell Signaling Technology #3724), chicken anti‐GFP (1:1000; Abacm #13970). Secondary antibodies used were goat anti‐rabbit Alexa Fluor 568 (1:1000; Invitrogen #A11036) and goat anti‐chicken Alexa Fluor 488 (1:1000; Invitrogen #A11039).

### 4.10 Quantification and Statistical Analysis

Quantitative data are shown as mean ± SD from at least three biological replicates of each experiment. For all quantifications, n represents the number of biological replicate and error bar represents SD. In Figures 2B,E,I, 4E, 5B,D, 6C,F,I,H, and Figures S1A and S3C, one dot represents one fly/brain. In Figures 1A,C,H,I and 6A, one dot represents the average distance that ten flies climbed in 7 s. In Figure 4H, one dot was generated from 50 heads. In Figures 2G, 5F, 6E, and Figure S3E, one dot represents 30 heads. In Figures 1J, 4F, and Figure 7B, one dot was generated from 20 heads. Other images shown in figures to characterize gene expression/protein localization are representative of 20–30 individuals and the experiments were repeated at least twice. Statistical significance was determined using either the unpaired *t*‐test for comparison of two groups or one‐way ANOVA with Tukey post hoc tests where multiple comparisons were necessary, with all tests being two‐sided, in GraphPad Prism Software (version 9.5.1), and expressed as *P* values. Survival data were pooled and analyzed in Prism software using the log‐rank test (Figures 2J, 5G, and 6J; Figure S1C,D). Statistical significance is presented as *p < 0.05, **p < 0.01, ***p < 0.001 while ns denotes values whose difference was not significant (*p* > 0.05). Complete details regarding the statistical tests used, sample sizes, and definitions of significance are also reported in the figure legends.

Fluorescent images were minimally processed in Fiji and Adobe photoshop (version CC 2019). Adjustments made to raw images included cropping, annotation, and adjustments to brightness and contrast applied across the entire image. Figures were assembled in Adobe illustrator (version CC 2019). Quantification of Aβ staining intensity in regions of MB (Figure 4D,E; Figure S3B,C), Lamp1‐GFP signal intensity in regions of antennal lobe (AL) (Figure 5C,D) and analysis of relative expression level of *TRE‐dsRed* reporter in the whole brain including optic lobes (Figure 6I; Figure S4A–E) were directly done with the ZEN software. LysoTracker positive speckles were counted manually in the regions of MB (Figure 5A,B). Dying cells (Dcp1^+^ cells) and dopaminergic neurons were manually counted in the entire brain (Figures 2H,I and 6F–H).

## Author Contributions

J. Su and Z. Zhai designed the research, analyzed the data, and wrote the manuscript. P. Wu and Z. Zhai co‐supervised the study. J. Su conducted all the experiments. M. Yang and X. Wang analyzed the RNA‐seq data.

## Conflicts of Interest

The authors declare no conflict of interest.

## Supporting information

**Supporting File**: advs74667‐sup‐0001‐SuppMat.docx.

## Data Availability

All data are included in the article and the Supporting Information. RNA‐seq data have been deposited at SRA and GEO databases under Accession Numbers PRJNA1252987 and GSE300826 and are publicly available. All raw data, details of methods, analytical tools, and scripts are available upon reasonable request. Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Zongzhao Zhai (). The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE300826, reference number 300826.

# Supplementary material for: Intracellular Aβ42 Sequestration by a Serine Protease Mitigates Neurotoxicity in a Drosophila Alzheimer's Disease Model
**Source:** Adv Sci (Weinh). 2026 Mar 18;13(26):e17862. doi: 10.1002/advs.202517862
**Supplement:** Supplementary file 1 — Supporting File: advs74667‐sup‐0001‐SuppMat.docx.

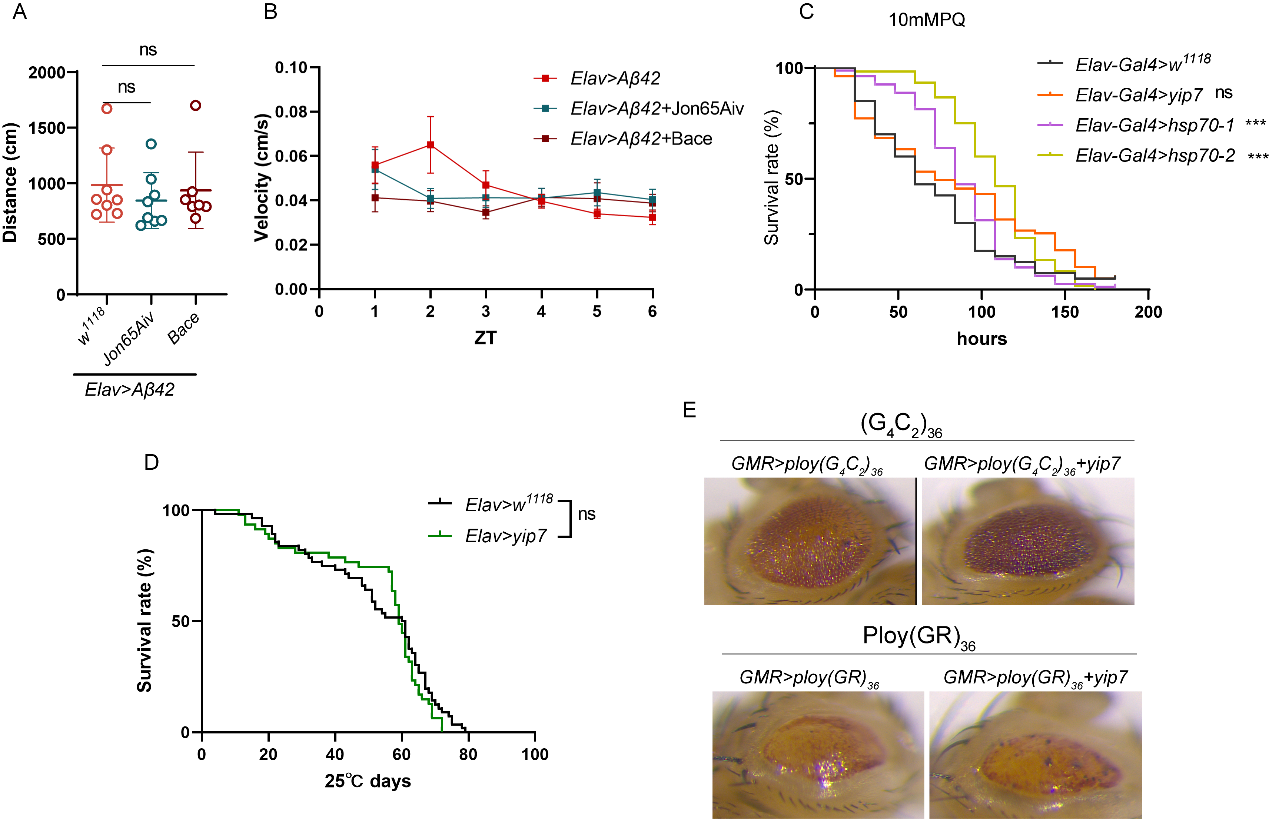

**Figure S1. Yip7 protects against Aβ neurotoxicity but not broader stresses. Related to Figure 2.**

**(A-B)** Spontaneous movements of *Elav>Aβ42* flies and *Elav>Aβ42* flies co-expressing Jon65Aiv and Bace monitored with the ViewPoint Zebrabox tracking system for 5 hours. Shown are the quantification of the distance travelled (A) and velocity (B) over ZT times. Each dot represents one fly in A; one-way ANOVA with Tukey’s *post hoc* test. (**C**) Survival analysis of flies with the indicated genotypes upon ingesting10mM paraquat (PQ). *n* > 40 flies for each genotype. (**D**) Lifespan analysis of control flies and flies pan-neuronally expressing Yip7 using *Elav-Gal4* at 25°C. *n* = 60 flies for each genotype; Log-rank (Mantel-Cox) test. (**E**) Representative images showing eye toxicity due to expressing *poly(G_4_C_2_)_36_* (left) and *poly(GR)_36_* (right) using *GMR-Gal4.* Note that expressing (*G_4_C_2_*)*_36_* makes both *G_4_C_2_* RNA repeats and dipeptide repeats, while expressing *poly(GR)_36_* only makes protein repeats. In both cases, co-expressing Yip7 did not suppressed eye degeneration. Data are presented as mean ± SD in B. ****P* < 0.001; ns, not significant.

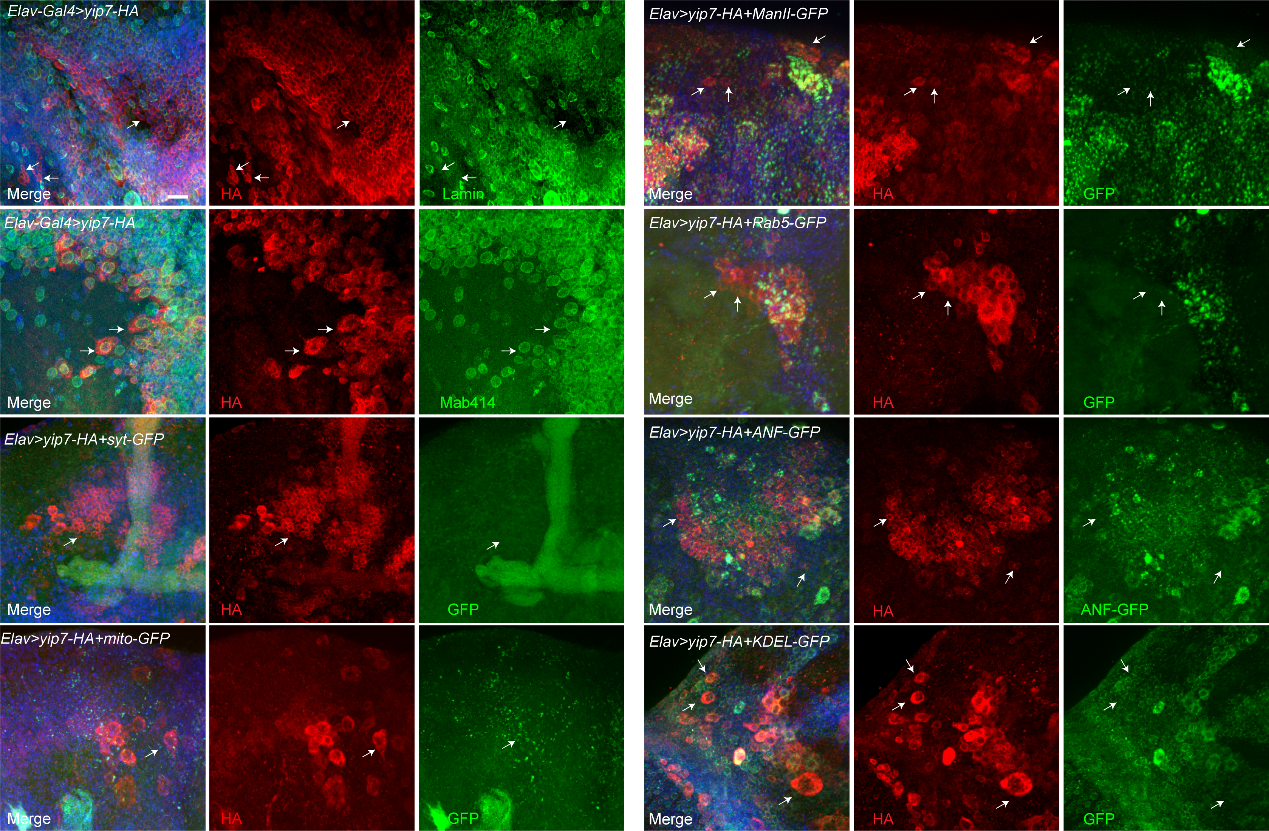

**Figure S2. Subcellular Localization of Yip7. Related to Figure 3.**

Co-localization of Yip7-HA (HA staining) with specific markers for subcellular compartments. Lamin and Mab414 are antibody staining, and others are GFP staining of *UAS-marker-GFP* expressed with *Elav-Gal4*. Lamin and Mab414: nuclear membrane marker; syt-GFP: synaptic vesicle marker; mito-GFP: mitochondrial marker; ManII-GFP: Golgi complex marker; Rab5-GFP: early endosome marker; ANF-GFP: dense vesicle marker; KDEL-GFP: endoplasmic reticulum marker. Arrows indicate locations with the presence of Yip7 but absence of respective markers. Scale bar 26μm.

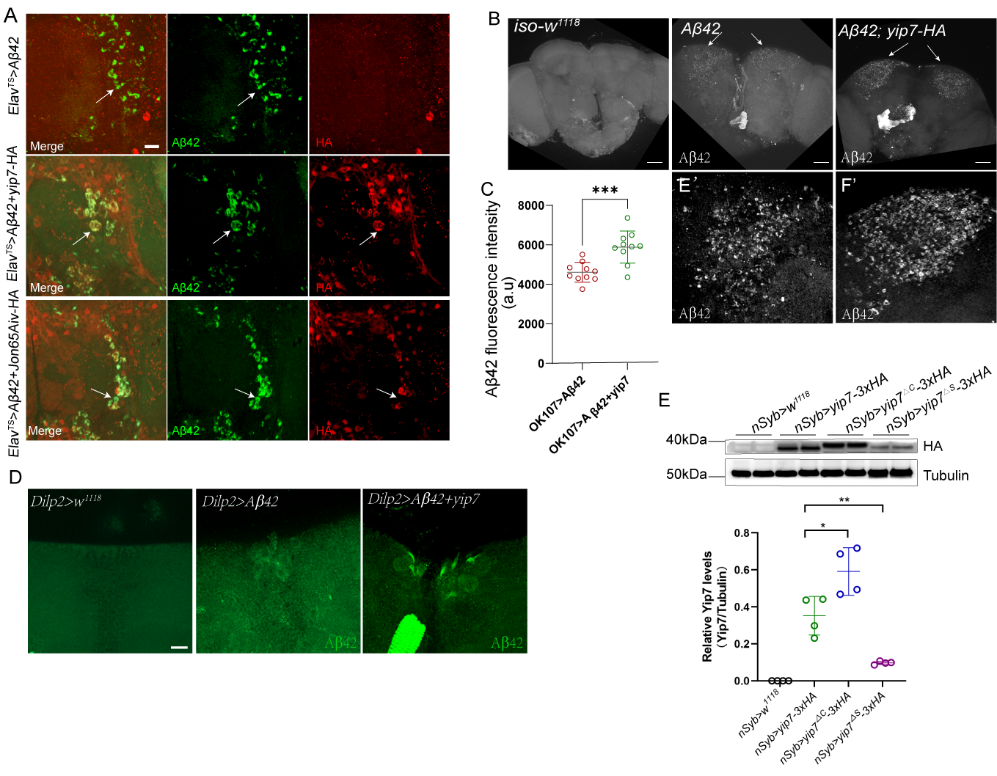

**Figure S3. Yip7 promotes neuronal sequestration of Aβ. Related to Figure 4.**

(**A**) Co-localization of Yip7-HA and another serine protease Jon65Aiv-HA with Aβ42 expressed pan-neuronally with *Elav-Gal4*. Note the complete overlap of Yip7-HA with Aβ42 expression but the limited overlap of Jon65Aiv-HA with Aβ42. (**B**) Representative images of Aβ42 staining in control flies, flies expressing *Aβ42* alone or simultaneously co-expressing *yip7* in mushroom bodies using *OK107-Gal4* for 21 days at 29°C. (**C**) Quantification of Aβ42 staining intensity in mushroom bodies. Each dot indicates one brain. (**D**) Yip7 expression also led to Aβ42 retention in insulin-producing cells (IPCs) using *Dilp2-Gal4* as a driver. (**E**) A representative blot of four independent replicates and quantification of protein levels in heads of flies pan-neuronally expressing each of the three Yip7-3xHA variants using *nSyb-Gal4*. Statistical analyses were conducted using Student’s *t*-test in C and using one-way ANOVA with Tukey’s *post hoc* test in E. All data are presented as mean ± SD. ****P* < 0.001; ***P* < 0.01; **P* < 0.05; ns, not significant. Scale bars 26μm (A), 50μm (B) and 23μm (D).

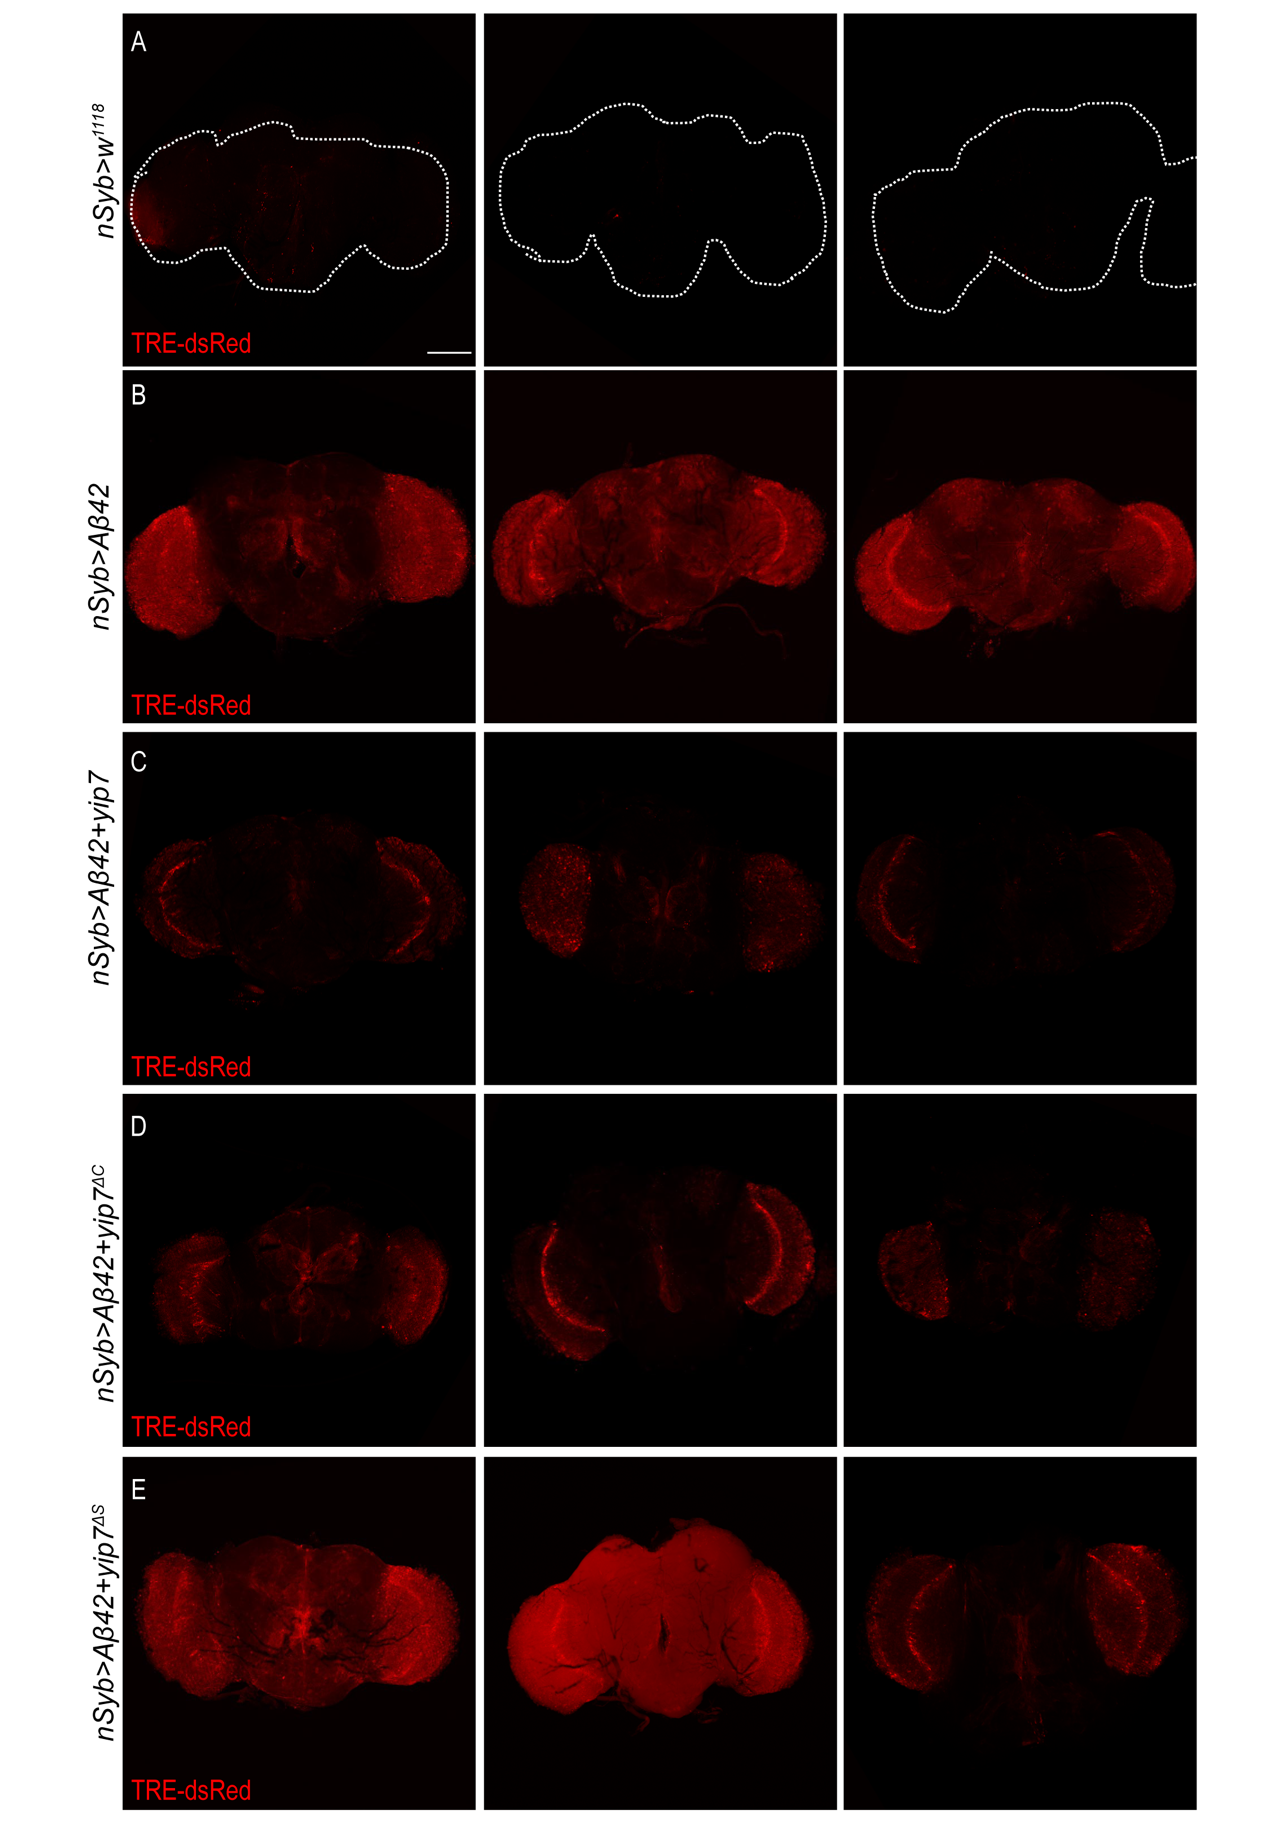

**Figure S4. Brain senescence marker *TRE-dsRed* is suppressed by Yip7. Related to Figure 6.**

(**A-E**) Live fluorescence of *TRE-dsRed* reporter in the brain of flies expressing *Aβ42* alone or simultaneously co-expressing *yip7*, *yip7^ΔC^*, or *yip7^ΔS^* pan-neuronally using *nSyb-Gal4* for 10 days at 29°C. All images were taken at the same microscope settings. Three representative brains were shown for each genotype. Scale bar 50μm.

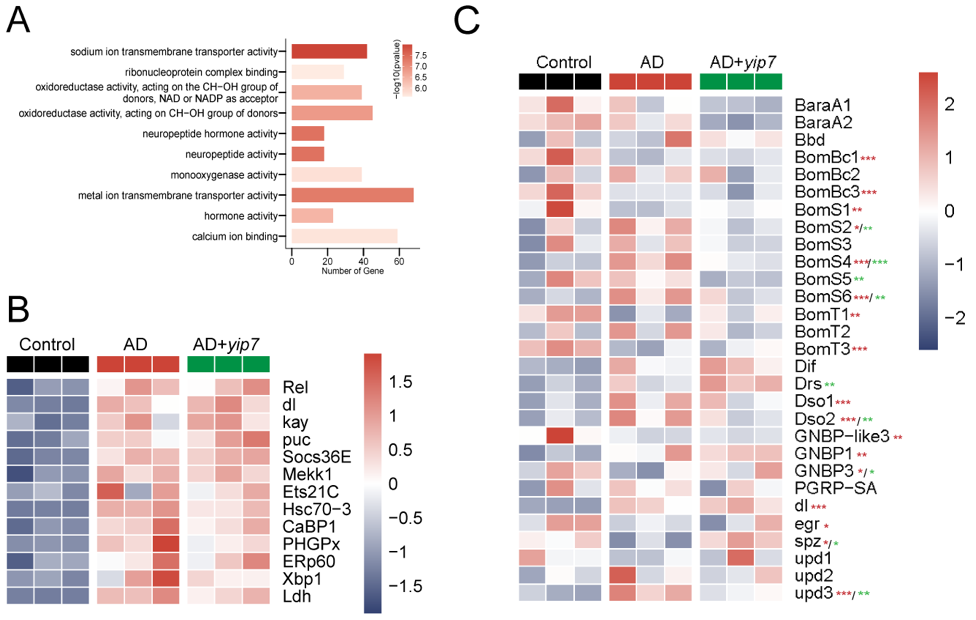

**Figure S5. Intracellular retention of Aβ by Yip7 does not increase the expression of inflammation-associated genes. Related to Figure 7.**

(**A**) GO terms (molecular function, MF) enriched for genes whose expression is significantly changed in AD vs Control but not further altered by co-expressing Yip7. (**B**) Heatmap of expression profiles of known markers of tissue inflammation and stress response. (**C**) Heatmap of expression profiles of genes related to *Drosophila* Toll signaling and of genes showing cytokine-like features (*egr*, *spz* and *upd1-3*). Differentially expressed genes (DEGs) in AD vs Control comparison are indicated with red stars, while DEGs in AD+Yip7 vs AD comparison are indicated with green stars. ****P* < 0.001; ***P* < 0.01; ***P* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

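RNA from 20 heads of mated female flies per sample, kept at 29 °C for 10 days, was sequenced in 4 groups of 3 samples: Control, AD, AD + Yip7 and AD + Yip7 ∆S. The authors cleaned the reads with fastp, mapped them with HISAT2 and counted them per gene with HTSeq-count, and the deposited values are raw counts for 14162 genes in 12 samples, without normalization. The paper does not state the genome build, the annotation, the strand setting or the program versions behind these counts. The authors tested the counts with DESeq2 and do not state which samples entered each fit. The RNA-seq behind Fig. 1 and the supplementary tables were not used here.

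Sample conditions follow the deposited sample descriptions and the paper. The description of the third Control sample gives an age of 14 days, and the paper's 10 days was used. The descriptions give heads as the tissue but also mention dissected brains, and the paper's heads were used. They also name a library kit and a sequencing provider that differ from those in the paper's methods. Samples carry replicate numbers 1 to 3 in each group, which come from the sample names, and the paper does not say that equal numbers share a day or a batch. A fit with the number as a block is therefore an alternative only.

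The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Genes were filtered with filterByExpr on the 4 groups, which kept 10577 genes, and normalized with TMM. All 12 samples entered one quasi-likelihood fit (glmQLFit and glmQLFTest) without covariates, and 4 comparisons were tested: AD vs. Control, AD + Yip7 vs. AD, AD + Yip7 ∆S vs. AD, and AD + Yip7 vs. AD + Yip7 ∆S. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05 and no fold-change threshold, as in Fig. 7C. Standard errors of log2 fold changes were derived from the fold change and the quasi-likelihood F statistic. Normalized counts are CPM values (counts scaled by library size, from edgeR) computed with TMM-adjusted totals, and log2 levels use a prior count of 2. Exact permutation tests of 3 samples against 3 run over all splits of the 6 samples, and the smallest p they can give is 0.1.

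Gene families were fixed by gene symbol before the values were seen, because GO terms were not used here. Each family was tested with camera from limma with the correlation between genes estimated from the data, and the 16 tests were adjusted together. The share of each family in the gene lists was tested with two-sided Fisher's exact tests, 8 adjusted together for each background. Fisher's test takes genes as independent, so its p-values are likely too small for families of correlated genes. Gene symbols were matched to Ensembl's *Drosophila* annotation: 13934 by current symbol and 3 by another name, while 225 were not matched and have no location or length. The named genes are those in the text of the paper's section on these transcriptomes, those in the ribosome, chaperone, olfactory receptor and mitochondrion blocks of Fig. 7F and Fig. 7I and in Fig. S5B and Fig. S5C, the transgene markers *yip7*, *w* and *aos*, and for each comparison the 2 genes per direction with the smallest adjusted p among those whose samples do not overlap. In the ribosome block of Fig. 7F, 17 of the paper's 22 labels could be read with certainty, and the other 5 were left out. For which of the named genes the alternatives were tabulated was decided after their values were seen.

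Sample totals lay between 38064884 and 41737332 counts, so a floor of 3 counts corresponds to under 0.1 CPM in every sample. This covers counting error only and not the spread between flies. Counts of near-identical genes, such as the Hsp70 copies and the digestive proteases, depend on how reads that fit several genes were counted, and on the strand setting.

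The procedure was tested on simulated data with known changes in 1 of 4 groups of 3 samples. The changed genes were shifted by a log2 fold change of 1.5 up or down. Genes were simulated independently of each other, with the spread that edgeR estimated. edgeR recovered 90.4% of the changed genes with 6.16% false calls, and made 0 calls in a comparison without change. DESeq2 recovered 92% with 13.3% false calls, and made 2 calls in that comparison. A family shifted by 0.7 was recovered with a median of 0.67. The family medians in AD + Yip7 vs. AD, -0.33 for ribosomal protein and -0.30 for chaperone genes, are smaller, and genes within a family are correlated. The simulation therefore gives no recovery rate for shifts of that size and does not test the family p-values. Nor does it show which tool makes more false calls on the real counts.

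The alternatives were DESeq2 on all 12 samples, edgeR and DESeq2 on the 6 samples of each comparison, DESeq2's size factors, upper quartile normalization, TMM factors without ribosomal protein genes, no count filter, at least 10 counts in every sample, the replicate number as a block, 1 surrogate variable from svaseq, each sample left out in turn, a log2 fold change beyond 1, an adjusted p under 0.01, a preset correlation of 0.01 in camera and another background for the family shares. For DESeq2 the family tests used its Wald statistics with the correlations estimated in edgeR. A correction for gene length, alone and with the replicate block, was added after the data were seen. The planned correction for GC content was not run, since no genome sequence was used here.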

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

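The tests of chromosome, of neighbouring genes, of mislabelling and of *yip7* reads among the digestive proteases were chosen only after the results were seen; the other tests in this part were not.

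AD + Yip7 and AD + Yip7 ∆S differed directly in 7 genes, a difference between groups that the paper does not test. The log2 fold changes of AD + Yip7 vs. AD + Yip7 ∆S were 1.47 for *Ankle2*, 4.29 for *Dhc16F* and 1.08 for *Ilp3*, and -7.84 for *CG43168*, -1.24 for *JIL-1*, -1.37 for *Nep3* and -3.59 for *rt*. *JIL-1* and *Nep3* lie outside the rule for named genes and were chosen after their values were seen. Of the 7 genes, only *Ilp3* is named by the paper. Of the 4 splits of the 6 samples that part every same-numbered pair, 1, the real one, gave as many genes, and so did 1 of all 10 splits. The other 9 splits gave 0 genes, and with 3 samples per group the share cannot fall under 0.1 whatever the cause. Variants that came with the transgene's chromosome are a candidate explanation: 57.1% of the 7 genes lie on chromosome 3, against 44.1% of all tested genes (two-sided Fisher's exact test, p = 0.71). With 7 genes this test has little power. The 4 genes on chromosome 3 all lie on the left arm, 3L, and 0 lie on 3R, the arm of the reported insertion site. This does not decide on variants close to the transgene. Lines made at the same site may share such variants, which would then not show between them, and 7 genes are few. Variants in a linked stretch would place the genes side by side, and 0% of the 7 lie within 5 tested genes of another, but 7 random genes have a median of 0% too, so this test says nothing for so few genes. The 2 transgenes are reported to sit at the same site, and no biological explanation for these genes was tested beyond the variant itself.

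*rt* also stood out as a signal in a gene the paper does not discuss, with a log2 fold change of 3.39 in AD + Yip7 ∆S vs. AD (adjusted p = 5.5e-08; higher in 3 of 3 samples). Its normalized count was 98.9 ± 1.88 CPM in AD + Yip7 ∆S and 8.24 ± 0.65 in AD + Yip7. So sharp a step in a single group may come from the genetic background of that line, but the 57.1% of the genes on chromosome 3 does not set this apart from an effect of the variant.

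Other genes the paper does not discuss had the smallest p-values. In AD vs. Control these included *Orct2*, with a log2 fold change of 2.71, and *CG17264*, with 3.34, each higher in 3 of 3 AD samples. The age given for the third Control sample was tested as an explanation. Without that sample 1910 genes still differed between AD and Control, against 2750 with it, and the log2 fold changes were 2.77 for *Orct2* and 3.34 for *CG17264* (each with an adjusted p of 6.2e-06 or less in all 24 alternatives), so its age does not account for these 2 genes. In this comparison 1 of the 4 splits, the real one, gave as many genes (1 of all 10), which 3 samples per group cannot take under 0.1.

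*thw* was higher with both variants, with log2 fold changes of 2.34 in AD + Yip7 vs. AD and 2.57 in AD + Yip7 ∆S vs. AD. *CG14102* was also higher with both, by 1.46 and 1.41. For the 86 genes that changed with both variants, a shared genetic background of the transgenic lines may explain part. Their shared direction is no evidence for it, since both comparisons use the same AD samples. Of these genes 53.5% lie on chromosome 3 (two-sided Fisher's exact test against all tested genes, p = 0.082), which does not pass 0.05, with 26 on 3L and 20 on 3R, the arm of the insertion site. Of the 86, 20.9% lie within 5 tested genes of another, against a median of 6.98% in 10000 random draws (0.45% of the draws as high). Linked variants would give this, and so would families of neighbouring genes that are expressed together, such as the Eig71E and Jon99C genes; the test does not tell these apart.

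The endogenous gene *yip7* rose in AD without a *yip7* transgene, with a log2 fold change of 5.09 in AD vs. Control. The paper reports this rise in AD heads, also by qPCR (Fig. 1J). Digestive genes that are not proteases, which the paper does not discuss, mostly changed alongside. Of 19 such genes listed as gut markers, 7 had enough counts, with a median log2 fold change of 1.12 in AD vs. Control (6 of 7 higher, of which 5 passed an adjusted p of 0.05, while the other 1 was lower and passed too). The median was -1.27 in AD + Yip7 vs. AD (7 of 7 lower, of which 1 passed) and -1.13 in AD + Yip7 ∆S vs. AD (6 of 7 lower, of which 2 passed). RNA from gut tissue in some head samples is therefore a candidate explanation for the digestive serine protease result as well. *Amy-p* had between 509 and 770 CPM in the AD samples and between 8.49 and 77.4 in Control. In AD + Yip7 it had 76.0, 353 and 82.3. An induction of these genes in head tissue by Aβ, as the paper reads the rise of *yip7*, would look the same, and neither these counts nor qPCR on heads can tell it from gut RNA.

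The *yip7* count was no higher in AD + Yip7 than in AD. An AD sample labelled as AD + Yip7 would leave *w* unchanged, and *w* was higher in AD + Yip7 by a log2 fold change of 0.84, in 3 of 3 samples. A swap between the 2 *yip7* variants would not show in *w*, and *w* did not rise with the Aβ42 transgene. A candidate explanation that remains is that the AD samples hold *yip7* reads along with the digestive serine proteases, which were lower in AD + Yip7 than in AD by a median log2 fold change of -3.49, so that the transgene's reads take the place of those of the endogenous gene. The proteases' mean log2 level relative to Control was between -0.11 and 1.18 in AD + Yip7 ∆S, against between 5.38 and 5.76 in AD. Yet *yip7* had between 73.8 and 88.1 CPM in AD + Yip7 ∆S, against between 0 and 6.07 in Control. For that group this argues against endogenous *yip7* rising with the proteases as the source of the reads. In AD + Yip7 the level ranged from -0.11 to 3.93, with *yip7* between 123 and 173.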

How the results depend on the processing

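The length corrections were added only after the data were seen, and the other alternatives were chosen before the data were examined; no cause named here was tested beyond the values given.

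The number of genes that differed in AD vs. Control stayed within 1.5 times 2750 in every alternative that kept the threshold (from 1910 to 3304 across the 12 fits that each left out one sample). The exceptions are its lower genes under the length correction, 2008 against 1232, and the stricter thresholds below. Chaperone genes in the list of genes lowered by Yip7 only passed Fisher's exact test in every alternative run, though that test ignores the correlation between them. The other changes follow, and the cause was not tested unless stated.

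DESeq2 on all 12 samples gave 434 genes in AD + Yip7 vs. AD (218 higher, 216 lower), 483 in AD + Yip7 ∆S vs. AD (219 higher, 264 lower) and 132 between the variants (76 higher, 56 lower), 83 genes lowered and 84 raised by Yip7 only, 3 ribosomal protein genes among those lowered (adjusted p = 0.039) and a direct chaperone median of -0.23 (adjusted p = 0.0077). DESeq2 on the 6 samples of each comparison gave 493 (215 higher, 278 lower), 360 (164 higher, 196 lower) and 123 (73 higher, 50 lower), with 118 lowered, 92 raised, 17 ribosomal protein genes among those lowered (adjusted p = 5.0e-18), a digestive serine protease median of 7.59 in AD vs. Control (adjusted p = 0.00097) and a direct chaperone median of -0.23 (adjusted p = 0.0038). edgeR on 6 samples gave 57 higher genes in AD + Yip7 vs. AD, 120 genes in AD + Yip7 ∆S vs. AD (49 higher) and 26 raised by Yip7 only, with medians in AD vs. Control of 0.69 for chaperones (adjusted p = 0.065) and 8.91 for digestive serine proteases (adjusted p = 0.0068), and in AD + Yip7 vs. AD of -0.30 and -3.49 (adjusted p = 0.15 each).

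Upper quartile normalization gave 29 genes raised by Yip7 only. Without a filter, 16 genes differed between the variants (9 higher, 7 lower). With at least 10 counts in every sample, 61 genes were higher in AD + Yip7 vs. AD, 27 were raised by Yip7 only and 0 of those were olfactory receptors (adjusted p = 1), of which the filter kept 21 of 44. Of the 11 digestive serine proteases the filter kept 1, *Ser7*, since the other 10 had under 10 counts in at least 1 Control sample. The values of this 1 gene, -0.18 in AD vs. Control and 0.06 in AD + Yip7 vs. AD, both reversed, and -0.060 in AD + Yip7 ∆S vs. AD (adjusted p = 0.78 each), therefore say nothing about the family.

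With 1 surrogate variable, 36 genes differed in AD + Yip7 ∆S vs. AD (24 higher, 12 lower) and 11 between the variants (6 higher), with medians of 0.70 for chaperones in AD vs. Control, -0.33 for chaperones and -2.27 for digestive serine proteases in AD + Yip7 vs. AD (adjusted p = 0.084 each), and -3.69 for these proteases in AD + Yip7 ∆S vs. AD (adjusted p = 0.096). The length correction gave 314 genes in AD + Yip7 ∆S vs. AD (176 higher), 14 between the variants (7 higher, 7 lower) and 2 olfactory receptors among those raised (adjusted p = 0.094). With the replicate block and the length correction, 23 genes were lowered by Yip7 only, and 2 olfactory receptors were among those raised (adjusted p = 0.062). Against the genes lower in AD as background, the 3 olfactory receptors had an adjusted p of 0.057. Over these alternatives the adjusted p of the chaperone median ranged from 9.2e-20 to 0.084 in AD vs. Control, from 7.4e-16 to 0.15 in AD + Yip7 vs. AD and from 9.5e-10 to 0.18 between the variants. That of the digestive serine proteases ranged from 2.6e-05 to 0.78, from 3.5e-10 to 0.78 and from 6.7e-14 to 0.78 (0.78 being the filter that kept 1 gene) in AD vs. Control and in the 2 comparisons with AD, and that of the olfactory receptors in the list from 7.2e-05 to 1. That of the ribosomal protein genes in the list ranged from 5.0e-18 to 1.

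A log2 fold change beyond 1 left 853 genes in AD vs. Control (564 higher, 289 lower), 85 in AD + Yip7 vs. AD (40 higher, 45 lower), 98 in AD + Yip7 ∆S vs. AD (45 higher, 53 lower), 805 unaltered by Yip7, 10 lowered and 11 raised by Yip7 only. An adjusted p under 0.01 left 1502 (874 higher, 628 lower), 58 (29 higher, 29 lower), 57 (26 higher, 31 lower), 1464, 9 and 9.

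With a preset correlation of 0.01, families passed that had not: ribosomal protein genes at medians of 0.50, -0.33, -0.25 and -0.069 in AD vs. Control, AD + Yip7 vs. AD, AD + Yip7 ∆S vs. AD and between the variants, olfactory receptors at -0.75, 0.68, 0.13 and 0.36, digestive serine proteases at 8.15 in AD vs. Control and 2.89 between the variants, and chaperones at -0.12 in AD + Yip7 ∆S vs. AD and -0.23 between the variants (adjusted p from 1.7e-21 to 0.018). The correlation estimated from the data was between 0.17 and 0.85, and the preset value replaces it.

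Across the 12 fits that each left out one sample, AD + Yip7 vs. AD gave from 83 to 263 genes (higher from 35 to 121, lower from 44 to 142), AD + Yip7 ∆S vs. AD from 74 to 217 (higher from 38 to 94, lower from 34 to 129) and the variants differed in from 6 to 15 (higher from 2 to 7, lower from 4 to 13). From 11 to 76 genes were lowered and from 12 to 72 raised by Yip7 only, with from 0 to 5 ribosomal protein genes and from 1 to 4 olfactory receptors among them. The chaperone median ranged from 0.61 to 0.75 in AD vs. Control, from -0.37 to -0.25 in AD + Yip7 vs. AD and from -0.31 to -0.20 between the variants. That of the digestive serine proteases ranged from 6.52 to 8.51 in AD vs. Control, from -6.20 to -2.46 in AD + Yip7 vs. AD, from -6.74 to -5.78 in AD + Yip7 ∆S vs. AD and from 0 to 3.74 between the variants. The ribosomal protein median ranged from -0.42 to -0.15 in AD + Yip7 ∆S vs. AD. The olfactory receptor median ranged from -0.85 to -0.27 in AD vs. Control and from 0.43 to 0.77 in AD + Yip7 vs. AD. Directions reversed for the olfactory receptors in AD + Yip7 ∆S vs. AD (from -0.14 to 0.37) and for the ribosomal protein genes between the variants (from -0.17 to 0.085).

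Among the single genes named in the text, 3571 of 3970 comparisons over all alternatives kept their direction and their side of the threshold, 273 lost the call, 112 gained it and 14 reversed. Several genes close to the threshold in AD + Yip7 vs. AD lost the call in most alternatives, those with a sample left out included: *SerT* in 19 of 24, *Pdfr* and *Gs1* in 18 of 24, *Or42a* in 18 of 23, *CG4335* in 14 of 22, *CG4038* in 13 of 22, and *Cbs* and *Dyro* in 13 of 24, with adjusted p-values up to 0.21. *Ilp3* lost it between the variants in 14 of 24. The call of *yip7* in AD + Yip7 ∆S vs. AD was gained only with DESeq2 on 6 samples. The reversals follow. For AD + Yip7 ∆S vs. AD, *Ldh* was at -0.027 and *kdn* at -0.0166 under upper quartile normalization, *yip7* at 0.085 with 1 surrogate variable, against -0.75 in the reported fit, and *RpL10* at 0.029 under the length correction and 0.016 with the block as well. With one sample left out, the ranges were from -0.032 to 0.12 for *Ldh*, from -0.40 to 0.068 for *RpL10* and from -0.027 to 0.12 for *kdn*. *yip7* in AD + Yip7 vs. AD ranged from -0.14 to 0.20 and *w* in AD vs. Control from -0.0054 to 0.18.

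The share of higher genes varied between settings, of which upper quartile normalization and the length correction change the scaling. It was 55.2% in AD vs. Control, 64.5% under upper quartile normalization and 37.7% under the length correction. For AD + Yip7 vs. AD it was 52.4%, 38.2% under upper quartile normalization, 38.3% with edgeR on 6 samples, 59.6% under the length correction and 60.4% with the replicate block and the length correction. For AD + Yip7 ∆S vs. AD it was 46.9%, 32.2% under upper quartile normalization, 56.1% under the length correction and 66.7% with 1 surrogate variable. Between the variants it was 42.9%, on 7 genes, and 57.6% with DESeq2 on all 12 samples.

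Samples with the same replicate number did not deviate together on average. The mean correlation of their deviations was -0.005 over 18 pairs (from -0.39 to 0.29). It was 0.003 over 36 pairs with different numbers (from -0.26 to 0.50). The same-numbered pairs of AD and AD + Yip7 were all positive, at 0.14, 0.15 and 0.091, within the range of pairs with different numbers. With the replicate block, AD vs. Control gave 1418 higher and 1294 lower genes, AD + Yip7 vs. AD 72 and 77, AD + Yip7 ∆S vs. AD 84 and 102, and the variants 2 and 4, with 2595 genes unaltered by Yip7, 28 lowered and 32 raised by Yip7 only. Under the block the family medians were 0.67 for chaperones and 0.49 for ribosomal protein genes in AD vs. Control, and -0.30 and -0.32 in AD + Yip7 vs. AD. At these depths weakly expressed genes such as the olfactory receptors, under 2 CPM in most samples, depend on the count filter. A correction for GC content was not run.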

Differences from the paper's values

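The length corrections named here were added only after the data were seen; the other alternatives were set before the data were examined, and no test here was chosen only after the result was seen.

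For AD + Yip7 vs. AD, 191 genes differed against the paper's around 400, and in AD + Yip7 ∆S vs. AD 196 against the paper's around 400. By direction, AD + Yip7 vs. AD had 100 higher genes against the paper's about 210 and 91 lower against the paper's about 260, and AD + Yip7 ∆S vs. AD had 92 higher against about 160 and 104 lower against about 190 (the paper's values in Fig. 7C, read by eye, which need not add up to the numbers in its text). Yip7 only lowered 37 genes against the paper's 107, of which 0 were ribosomal protein genes against the paper's 22 and 6 were chaperone genes against the paper's 11, and raised 44 genes against the paper's 91. The families here were taken by symbol, and the paper's ribosomal group also holds genes of ribosome biogenesis.

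With DESeq2 on all 12 samples, and with DESeq2 on only the 6 samples of each comparison, these counts came within 1.5 times of the paper's, apart from the ribosomal protein genes, which did so only with DESeq2 on 6 samples (17, against 3 with all 12). The length correction came within that range too in AD + Yip7 ∆S vs. AD (314 genes, 176 higher and 138 lower), as did the higher genes with the replicate block and the length correction (130), and the lower genes under upper quartile normalization (143), with no count filter (135), without Control replicate 1 (129) and without AD + Yip7 ∆S replicate 2 (129). Without AD + Yip7 ∆S replicate 3, the genes lowered (76) and raised (72) by Yip7 only did so, and without Control replicate 2 the chaperone genes among those lowered did (8). For AD + Yip7 vs. AD, in total and by direction, only the 2 DESeq2 settings did.

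The paper shows *kay*, *Ets21C* and *Xbp1* as induced in AD. Here their adjusted p-values were 0.097, 0.074 and 0.12, and DESeq2 on 6 samples called all 13 genes of Fig. S5B. The paper counts *Dyro*, *Atg17* and *Hnf4* as repressed in AD and raised by Yip7, where adjusted p-values here were between 0.052 and 0.066 in AD vs. Control, and in AD + Yip7 vs. AD 0.054 for *Atg17* and *Hnf4*. DESeq2 on all 12 samples and on 6 samples called all 3 in both comparisons.

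Of the genes of Fig. 7F, 2 of the 17 readable genes of the ribosome block, 5 of the 11 chaperones and 1 of the 7 genes of the mitochondrion block were in the list here. Of those the paper names or shows in Fig. 7I as raised by Yip7 only, 2 of 7 mitochondrial, 3 of 5 olfactory receptor and 4 of 7 neuronal genes were. The mitochondrial genes not called were *kdn*, *PCB*, *Oat*, *Pisd* and *CG1640*, the neuronal ones *CG32547*, *Dh44* and *Eh*, and the receptors *Or13a* and *Or92a*. DESeq2 on 6 samples placed every gene of these blocks in its lists, and DESeq2 on all 12 samples placed 6, 8, 4, 3, 4 and 7 of them in the order given.

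In Fig. S5C the paper marks *BomS1*, *BomS2*, *GNBP-like3*, *GNBP3*, *egr* and *spz* as changed in AD, where adjusted p-values here were 0.051, 0.088, 0.051, 0.078, 0.16 and 0.073, and it does not mark *Drs*, which changed here (adjusted p = 0.038). It marks 9 genes as changed in AD + Yip7 vs. AD, where 0 passed an adjusted p-value of 0.05 here and 5 passed an unadjusted one. DESeq2 on 6 samples called 13 genes in AD vs. Control and 2 in AD + Yip7 vs. AD. *Drs* lost its call in AD vs. Control in 9 of 24 alternatives, with adjusted p-values up to 0.16.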

Other observations

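The tests of shared AD samples, of the third AD + Yip7 ∆S sample, of *aos*, of the Hsp70 genes and of chromosome 3 were chosen only after the results were seen; the tests of gene length and of other splits were not.

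Genes changed in AD moved back toward Control with both variants. Comparisons that share the AD samples give such a pattern by themselves, so each AD sample in turn was left out of the choice of genes and used as the only reference. Under this test 72.8% of the genes still moved back in AD + Yip7 (from 68.5% to 76.0%) and 66.1% in AD + Yip7 ∆S (from 58.8% to 70.6%), against 86.4% and 78.7% with shared samples. How much of this drop comes from the removed sharing is open, since a single AD sample is also a noisier reference. Less Aβ42 transgene RNA in flies with a second UAS transgene was tested as an explanation for the genes that still moved back. *aos*, whose signal sequence the transgene carries, was not lower in AD + Yip7 than in AD (log2 fold change 0.15, adjusted p = 0.53), though its endogenous reads are not separated from the transgene's. The paper reports by qPCR that Aβ transcript levels did not differ with the *yip7* transgenes (Fig. 4F). Neither points to less transgene RNA.

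The ribosomal protein genes were at the level of AD in the third AD + Yip7 ∆S sample and lower in the other 2. That sample may explain why DESeq2 on 6 samples lowered them with Yip7 only. Without it, DESeq2 called 48 ribosomal protein genes lower in AD + Yip7 ∆S vs. AD, and 0 with all 3 samples (0 without the first or the second as well). Of its 17 ribosomal protein genes lowered by Yip7 only, 13 were then lowered by both variants. No sample was left out of any result for this reason.

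Gene length was tested as an explanation for the lower ribosomal protein genes, which are short (median length 916 against 2040 bases). Of 10000 random sets matched on length and expression, 0% had a median as low in AD + Yip7 vs. AD and 0% in AD + Yip7 ∆S vs. AD. The random sets lack the correlation of 0.85 within this family, so the test is weaker than these shares look. Under the length correction, added after the data were seen, the family's medians moved toward 0, from 0.50 to 0.22 in AD vs. Control, from -0.33 to -0.20 in AD + Yip7 vs. AD and from -0.25 to -0.10 in AD + Yip7 ∆S vs. AD, and *RpL10* reversed in the last. Gene length may therefore account for part of these medians.

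Reads shared between the Hsp70 copies were tested for the chaperone genes lower in AD + Yip7. Vector sequence counted as Hsp70 was listed as an explanation too. With a second UAS transgene it would add reads in AD + Yip7 and not remove them, so a fall does not test it. The 27 chaperone genes other than Hsp70 had a median log2 fold change of -0.28 (24 of 27 lower), and the summed Hsp70 counts changed by -0.61 (adjusted p = 0.086). The chaperones outside Hsp70 thus fell as well, while the fall of the summed Hsp70 counts did not pass 0.05.

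Of the genes lowered by Yip7 only, 51.4% of those with a location lie on chromosome 3, and 35.7% of the genes raised by Yip7 only, against 44.1% of all tested genes (two-sided Fisher's exact tests, p = 0.40 and p = 0.35).

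Splits of the 6 samples of each comparison were counted over the 4 that part every same-numbered pair, and over all 10, which include 6 that keep some of these pairs together. As many genes were given by 1 of the 4 splits (1 of 10) in AD + Yip7 vs. AD and by 1 (1 of 10) in AD + Yip7 ∆S vs. AD. The gene lists were counted over the splits of the AD + Yip7 and AD + Yip7 ∆S samples. There it was 2 (2 of 10) for the genes unaltered by Yip7, 1 (3 of 10) for those lowered by Yip7 only and 1 (1 of 10) for those raised. Over the splits of the AD + Yip7 and AD samples, only the real split gave as many genes for each of the 3 lists (1 of 10). Family medians as far from 0 were given, in AD vs. Control, AD + Yip7 vs. AD, AD + Yip7 ∆S vs. AD and between the variants in turn, by 1, 1, 1 and 4 of the 4 splits for ribosomal protein genes (1, 1, 3 and 9 of 10), by 1, 1, 2 and 1 for chaperones (1, 1, 3 and 1), by 1, 1, 1 and 2 for digestive serine proteases (1, 1, 1 and 4) and by 1, 1, 3 and 2 for olfactory receptors (1, 1, 9 and 2). With 3 samples per group no such share can be under 0.1.

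Of 10 genes listed as fat body markers, 9 had enough counts, with a median log2 fold change of -0.64 in AD vs. Control, 0.59 in AD + Yip7 vs. AD and 0.48 in AD + Yip7 ∆S vs. AD. In AD vs. Control, 7 of the 9 were lower and 2 higher. *Lsp1beta* had between 1505 and 2436 CPM in Control and between 8.92 and 34.5 in AD, and *Lsp2* between 646 and 838 and between 11.4 and 20.9. Among the higher was *Lsp1gamma* (log2 fold change 3.09), with between 0.0242 and 0.0719 CPM in Control and between 0.352 and 0.396 in AD. *Eig71Ej*, which is not one of these markers and was chosen after its values were seen, was nearly absent from Control (between 0 and 0.472 CPM) and at 0 in the 3 AD samples, and appeared only with the *yip7* transgenes, between 14.2 and 15.9 CPM in AD + Yip7 and between 13.4 and 21.9 in AD + Yip7 ∆S.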
